# EZH2 deletion does not affect acinar regeneration but restricts progression to pancreatic cancer in mice

**DOI:** 10.1172/jci.insight.173746

**Published:** 2024-12-31

**Authors:** Emilie Jaune-Pons, Xiaoyi Wang, Fatemeh Mousavi, Zachary Klassen, Abdessamad El Kaoutari, Kurt Berger, Charis Johnson, Mickenzie B. Martin, Saloni Aggarwal, Sukhman Brar, Muhammad Khalid, Joanna F. Ryan, Parisa Shooshtari, Angela J. Mathison, Nelson Dusetti, Raul Urrutia, Gwen Lomberk, Christopher L. Pin

**Keywords:** Oncology, Cancer, Epigenetics, Mouse models

## Abstract

Enhancer of zeste homologue 2 (EZH2) is part of the Polycomb Repressor Complex 2, which promotes trimethylation of lysine 27 on histone 3 (H3K27me3) and gene repression. EZH2 is overexpressed in many cancers, and studies in mice attributed both prooncogenic and tumor suppressive functions to EZH2 in pancreatic ductal adenocarcinoma (PDAC). EZH2 deletion enhances de novo KRAS-driven neoplasia following pancreatic injury, while increased EZH2 expression in patients with PDAC is correlated to poor prognosis, suggesting a context-dependant effect for EZH2 in PDAC progression. In this study, we examined EZH2 in pre- and early neoplastic stages of PDAC. Using an inducible model to delete the SET domain of EZH2 in adult acinar cells (EZH2^ΔSET^), we showed that loss of EZH2 activity did not prevent acinar cell regeneration in the absence of oncogenic KRAS (KRAS^G12D^) nor did it increase PanIN formation following KRAS^G12D^ activation in adult mice. Loss of EZH2 did reduce recruitment of inflammatory cells and, when combined with a more aggressive PDAC model, promoted widespread PDAC progression and remodeling of the tumor microenvironment. This study suggests that expression of EZH2 in adult acinar cells restricts PDAC initiation and progression by affecting both the tumor microenvironment and acinar cell differentiation.

## Abstract 2

Oncogenic KRAS promotes epigenetic reprogramming prior to transformation. This process is mediated in part by EZH2 and targets genes related to the tumour microenvironment.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the most common form of pancreatic cancer with the worst 5-year survival, ~12%, of any of the major cancers (Pancreatic Cancer Facts, PANCAN). The principal driver mutation in PDAC is activating *KRAS* mutations, which occurs in > 90 % of patients with PDAC (1). Oncogenic KRAS mutations, such as KRAS^G12D^, appear at early stages of the disease but are not enough to induce PDAC on their own (2, 3). Several studies indicate that environmental stressors, in addition to somatic mutations in *KRAS,* are required for PDAC progression. Chronic inflammation is associated with increased sensitivity to KRAS^G12D^, indicating that environmental factors contribute to progression (4). Based on these findings, there is increasing interest in the role epigenetic mediators have in initiation and progression of PDAC. Mutations in several genes encoding epigenetic modifiers, including *ARID1A* and *KMT2D* (5), are found in patients with PDAC, and activation of *KRAS^G12D^* is associated with extensive changes in the epigenetic profile of cells (6). In addition, Enhancer of zeste homolog 2 (EZH2) is highly expressed in a subset of PDAC tumors and correlated to poor prognosis (7).

EZH2 is a histone-lysine N-methyltransferase enzyme and part of the Polycomb repressive complex 2 (PRC2), which plays a critical role in cell fate specification during embryonic development (8, 9). EZH2 induces trimethylation of H3K27me3 (K27me3), a histone modification linked to chromatin remodeling and gene repression (10). EZH2 is overexpressed in many cancers (7, 11), but both prooncogenic and tumor suppressive roles have be reported in the context of PDAC (12, 13). In the developing pancreas, EZH2 establishes long-term gene expression profiles, and deletion of the SET domain — which is responsible for methyltransferase activity — reduces acinar cell regeneration after injury and increases pancreatic intraepithelial neoplasia (PanIN) initiation and tumor progression (12). Using a similar mouse model, loss of EZH2 methyltransferase activity during development along with expressing KRAS^G12D^ initially favored PanIN progression but reduced PanIN maintenance in aged mice compared with KRAS^G12D^ alone (14). This study proposed a role for EZH2 in NFATc1 regulation and PDAC progression, suggesting that EZH2’s role may extend to the tumor microenvironment (14). More recent studies show that *EZH2* deletion in pancreatic cancer cells increased GATA6 expression, a marker of classical PDAC subtype, indicating the presence of EZH2 promotes a more aggressive, basal-like PDAC subtype (13). Coupled with the findings that increased EZH2 expression correlates to more advanced disease and increased therapeutic resistance (15, 16), it appears that EZH2’s role differs between early stages of PDAC initiation and later progression and resistance.

In this study, we examined the function of EZH2 in preneoplastic stages of PDAC, focusing on EZH2’s effect on acinar cell regeneration and PanIN initiation in adult mice. Since patients with PDAC present later in life (>60 years of age), we used a preclinical model that allows KRAS^G12D^ induction in adult acinar cells of the pancreas, instead of embryonic induction of KRAS^G12D^ (12, 14). We employed a similar approach to alter EZH2 function, in which the SET domain of EZH2 (EZH2^ΔSET^) is deleted, but we used an inducible Cre recombinase that promoted deletion in only acinar cells of the adult pancreas. Unlike previous studies, our results indicate that loss of EZH2 activity has a minimal effect on acinar cell regeneration and does not enhance PanIN initiation, but it initially favors more advanced PanIN lesion development in the context of KRAS^G12D^. Loss of EZH2 SET activity in combination with KRAS^G12D^ induces reprogramming of the genome based on K27me3 enrichment and reduces immune cell recruitment in response to injury. Conversely, deleting EZH2^ΔSET^ in a susceptible mouse model for PDAC (*Mist1^creERT/–^ KRAS^G12D^*) greatly enhanced PanIN progression and PDAC formation. This study highlights several context-dependent roles for EZH2 in PDAC initiation and progression. EZH2 helps mediate *KRAS^G12D^*-induced reprogramming of the acinar cell genome; primes immune and inflammatory genes in these cells, which allows for a differential immune response; and is required for long-term expansion of preneoplastic lesions.

## Results

### KRAS^G12D^ promotes widespread epigenetic remodeling in acinar cells.

To examine the epigenetic response to oncogenic KRAS, KRAS^G12D^ expression was induced in acinar cells of 2- to 4-month-old *Mist1^creERT/+^KRAS^G12D^* mice (referred as *KRAS^G12D^*) by tamoxifen (TX) gavage (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.173746DS1). Twenty-two days after KRAS^G12D^ activation, H&E histology showed no differences in acinar cell morphology (Figure 1A). ChIP-Seq for K27me3 and H3K4me3 (K4me3) was performed on whole pancreatic tissue, since these marks are linked to gene repression and activation and can maintain genes in a primed state (17). Such priming has been identified in pancreatic development and adult tissue (18–20) and involves enrichment of K4me3 and K27me3 at the same genomic regions (21, 22).

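The peaks analyzed here came from whole pancreata of 3 control mice, taken 22 days after tamoxifen. ChIP-Seq recovers the DNA bound to a modified histone with an antibody and sequences it, and a peak is a stretch of the genome where the antibody sample has more reads than its background. The authors aligned the reads to mm10 with bowtie2 and called peaks in each mouse separately with HOMER findPeaks in histone mode against the input of that mouse. The deposited lists give the position of each peak with no height, fold enrichment or read count. The depth of each library is therefore unknown here, and numbers of peaks could not be corrected for it. The number of K27me3 peaks was 31274, 21420 and 30692 in control replicates 1, 2 and 3, and the number of K4me3 peaks was 24806, 17400 and 24209. K27me3 peaks covered 251 Mb ± 26.6 of the genome (SD, n = 3 mice), and K4me3 peaks 40.4 Mb ± 6.11 (SD, n = 3). Of the K27me3 length, 87.3 Mb ± 15.2 (SD, n = 3) lay on chromosome X. Peaks of the 3 mice that overlapped by at least 1 bp were merged, and a merged region was counted as common when all 3 mice had a peak in it. This rule was chosen before the data were examined. There were 5048 common K27me3 regions and 14433 common K4me3 regions. Presence in at least 2 of 3 mice gave 15611 and 22450. Control replicates 1 and 3 alone shared 13453 K27me3 and 22174 K4me3 regions. With K27me3 peaks of at least 10 kb, an alternative chosen after seeing the data, 1217 K27me3 regions were common.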

The total number of K4me3-enriched regions decreased slightly (~1.1%) in *KRAS^G12D^* tissue, while the number of sites enriched for K27me3 was substantially higher (~38.5%) in *KRAS^G12D^* pancreata (*n* = 3 mice/genotype; Table 1). The distribution of K4me3 and K27me3 enrichment within the genome was similar between genotypes (Supplemental Figure 1B), and heatmaps confirmed little change in K4me3 enrichment around genes (Figure 1B). Heatmaps for K27me3 suggested some uniquely enriched transcription start sites (TSSs) in *KRAS^G12D^* and control pancreata (Figure 1B). Comparing TSSs between genotypes supported a general increase in K27me3 enrichment in *KRAS^G12D^* pancreata (Figure 1C), while changes in K4me3-enriched TSSs, which were more numerous, were uniformly distributed between the 2 genotypes (Figure 1C).

To determine regions of gene priming in the acinar genome, we classified chromatin states based on K27me3 and K4me3 marks. We defined 4 distinct states: state 1 is absent for both marks, state 2 (K27me3) and state 3 (K4me3) contain single marks, and state 4 — the primed state — contains both (Figure 1D). 

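The paper's states come from ChromHMM, which was not repeated here. From the peak lists of control tissue, a K27me3 peak without K4me3 covered 9.18% ± 1.01 of the genome (SD, n = 3 mice) and a K4me3 peak without K27me3 covered 1.44% ± 0.282 (SD, n = 3). On the autosomes alone, the share with K27me3 only was 6.62% of their length. Both marks together covered 0.00635%, 0.114% and 0.0207% of the genome in control replicates 1, 2 and 3, a mean of 0.0469% ± 0.0583 (SD, n = 3). Without control replicate 2 the mean was 0.0135%. Neither mark covered 89.3% ± 1.20 (SD, n = 3).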

Distribution of states 2–4 did not change (Supplemental Figure 1C) between genotypes, with most state 2 regions located distally from genes and states 3 and 4 closely associated with gene bodies. Correlation to transcriptomic data obtained from the same pancreatic samples confirmed that state 4 enrichment at CpG islands is associated with reduced expression compared with genes in state 3 and resembled expression of genes associated with state 2 (Figure 1E). *KRAS^G12D^* tissue showed a marked increase in state 4–enriched CpG islands relative to control tissue, which are associated with both enhancer regions and gene regulation (Figure 1D). These findings suggest that KRAS^G12D^ expression promotes increased K27me3 enrichment in acinar cells and can affect epigenetically primed regions within the genome.

### EZH2 methyltransferase restricts KRAS^G12D^-mediated PanIN progression following injury.

Since K27me3 involves EZH2 (23, 24), we examined the effects of deleting EZH2 methyltransferase activity in the context of KRAS^G12D^. A similar model to previous studies was used, with loxP sites flanking *Ezh2* exons 16–19, which encompasses the SET domain (12, 25). We employed a *Mist1* Cre driver that allows inducible and acinar-specific *Ezh2* deletion and KRAS^G12D^ activation in adult acinar cells (Supplemental Figure 2A). To induce PanIN formation, activation of KRAS^G12D^ expression was combined with a 2-day cerulein regimen, 15 and 17 days after initial KRAS^G12D^ activation (Supplemental Figure 2B) (26). PanIN progression was compared 35 days after initial cerulein treatment in *KRAS^G12D^* and *Mist1^creERT/+^ KRAS^LSL-G12D^ Ezh2*^Δ*SET/*ΔSET^ (referred to as *KRAS^G12D^Ezh2*^ΔSET^) mice. C57BL/6 mice, or mice carrying only the *Mist1^creERT^* allele, were used as controls since loss of a single *Mist1* allele had no effect on gene expression (both indicated as control). We also included mice carrying the *Mist1^creERT^* allele and those homozygous for the *Ezh2*^ΔSET^ allele (*Mist1^creERT/+^ Ezh2*^ΔSET^, referred to as *EZH2*^ΔSET^). No group showed overt differences based on final weights, regardless of whether mice were treated with cerulein or saline (Supplemental Figure 2C). Similarly, pancreatic weight as a percentage of body weight showed no differences at the time of dissection (Supplemental Figure 2D).

Histological analysis of control and *EZH2*^ΔSET^ pancreatic tissue showed no differences in pancreatic morphology (Supplemental Figure 2E), as opposed to previous studies, which suggested EZH2 was required for acinar cell regeneration (12). Since this study used a longer, recurrent model of cerulein-induced pancreatitis (CIP), the response of *Ezh2*^ΔSET^ mice to twice daily injections of 250 μg/kg cerulein over 2 weeks was examined (Supplemental Figure 3A) (27). As previously reported, increased EZH2 accumulation was observed in response to injury in tissue from control animals, with EZH2 completely absent in *Ezh2*^ΔSET^ tissue (Supplemental Figure 3B). However, recurrent injury still showed no differences in body weight (Supplemental Figure 3C) or pancreas/body weight ratios (Supplemental Figure 3D), pancreatic morphology (Supplemental Figure 3E), or amylase accumulation (Supplemental Figure 3, B and F) between genotypes. Both control and *EZH2*^ΔSET^ pancreatic tissue had increased CK19 accumulation following CIP (Supplemental Figure 3G) with no difference in accumulation between genotypes. This suggests that acinar cell regeneration is not restricted upon EZH2^ΔSET^ deletion in mature acinar cells. Thus, we returned to the acute-CIP model to assess the effect of *Ezh2*^ΔSET^ deletion on KRAS^G12D^-mediated PanIN progression.

Five weeks after KRAS^G12D^ activation, saline-treated *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ pancreatic tissue showed sporadic lesions (<1% of the entire tissue area). Cerulein treatment resulted in intralobular lesions containing acinar to duct cell metaplasia (ADM) and PanINs in *KRAS^G12D^* expressing tissue. While *KRAS^G12D^* mice had more lesions (29% ± 11.5%) than *KRAS^G12D^Ezh2*^ΔSET^ (13.7% ± 3.2%) mice, the difference was not significant (Figure 2A and Supplemental Figure 4A). To quantify ADM and PanINs, we compared the ratio of CK19 (marker of ADM and PanINs) to amylase accumulation (Figure 2B). While a trend toward increased CK19 accumulation in *KRAS^G12D^Ezh2*^ΔSET^ mice was observed, it was not significant compared with *KRAS^G12D^* mice (*P* = 0.219). However, measures of PanIN progression, including Alcian blue (Figure 2C and Supplemental Figure 4B) and periodic acid–Schiff (PAS) histology (Figure 2D and Supplemental Figure 4C), showed that *KRAS^G12D^Ezh2*^ΔSET^ mice had significantly more staining of PanINs compared with *KRAS^G12D^* mice, suggesting EZH2 limited progression to more advanced PanIN lesions.

Next, K27me3 enrichment was assessed in *KRAS^G12D^Ezh2*^ΔSET^ tissue 22 days after KRAS^G12D^ activation and prior to injury induction, and it was integrated with earlier analysis of *KRAS^G12D^* and control pancreatic tissue (Table 1). At this time point, pancreatic tissue retained normal histology in all genotypes (Figure 1A and Supplemental Figure 5A). The number of K27me3 enrichment sites was higher (8.3% increase) in *KRAS^G12D^Ezh2*^ΔSET^ versus control tissues, but it was markedly lower (27.8% decrease) compared with *KRAS^G12D^* tissue, confirming that the absence of EZH2 methyltransferase activity reduced the ability of KRAS^G12D^ to reprogram the genome (Table 1). Analysis of K4me3 identified modest increases in the number of enriched sites in *KRAS^G12D^Ezh2*^ΔSET^ tissue compared with both control (+3.2%) and *KRAS^G12D^* tissue (+4.3%; Table 1).

To call genes targeted for reprogramming, enrichment peaks associated with gene bodies were identified. K27me3 enrichment typically occurs as broad local enrichments (BLOCs) that extend over 100 kb (28). Therefore, we called genes based on K27me3 sites between –100 kb and +3 kb from TSSs. This criterion identified substantially more K27me3-annotated genes in *KRAS^G12D^* over control tissue (+31.6%; Table 1). Conversely, *KRAS^G12D^Ezh2*^ΔSET^ tissue showed only a 9.8% increase in K27me3-enriched genes compared with control tissue, with 16.6% fewer K27me3-annotated genes than *KRAS^G12D^* tissue (Table 1 and Supplemental Figure 5B). 

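In control tissue, this window held a K27me3 peak at 6243, 12199 and 7236 genes in replicates 1, 2 and 3, of 22392 genes of the mm10 annotation with an Entrez identifier. A gene was on the list of a genotype when all 3 mice had such a peak, and 4473 genes met this in control tissue. Presence in at least 2 of 3 mice gave 7230 genes. With the window reduced to 3 kb on either side of a TSS, the list held 1298 genes, and with each peak assigned only to the nearest TSS 2286.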

Of the 1,515 genes enriched for K27me3 in *KRAS^G12D^* but not control tissue, less than half (692; 45.7%) were also enriched in *KRAS^G12D^Ezh2*^ΔSET^ tissue (Supplemental Figure 5C). 

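K4me3 peaks in control tissue had a median width of 1372, 1716 and 1436 bp in replicates 1, 2 and 3. Of these peaks, 63.7% ± 10.1 (SD, n = 3 mice) had their midpoint near a TSS, within 3 kb, against 7.96% ± 5.87 (SD, n = 3) of the K27me3 peaks. Without control replicate 2, the K27me3 share was 4.58%. A K4me3 peak lay within this distance of a TSS at 13871, 13339 and 13779 genes in the 3 mice, and 12786 genes had one in all 3. Both K4me3 and K27me3 were called in all 3 mice at 1695 genes. With K27me3 called only within this distance too, 284 genes had both. The number of genes with both marks in a single mouse was 2297, 7273 and 3047 in replicates 1, 2 and 3.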

Alternatively, K4me3 peaks are located close to TSSs, typically 1–4 kb in breadth (28), and we used a range of ± 3 kb from TSSs to call genes. The number of K4me3-enriched genes in control tissue was very similar to both *KRAS^G12D^* (+0.7%) and *KRAS^G12D^Ezh2*^ΔSET^ tissues (–0.4%), suggesting that loss of EZH2 methyltransferase activity does not affect enrichment of this mark (Table 1).

We next assessed the effects of KRAS^G12D^ on acinar cell gene expression at the same 22-day time point. RNA-Seq analysis identified 380 differentially expressed genes (DEGs; Figure 3A and Supplemental Table 8) between control and KRAS^G12D^ tissue, markedly fewer changes when compared with changes in K27me3 enrichment. Interesting, combined loss of EZH2 methyltransferase activity with *KRAS^G12D^* had a more profound effect on gene expression than *KRAS^G12D^* alone. *KRAS^G12D^Ezh2*^ΔSET^ pancreatic tissue had 811 DEGs compared with control (Figure 3B and Supplemental Table 8) and 315 DEGs compared with *KRAS^G12D^* tissue (Figure 3C and Supplemental Table 8). To determine if changes in gene expression were related to epigenetic reprogramming, we integrated RNA-Seq data with the ChIP-Seq data. State 2 and 4 genes were examined as they represent targets of EZH2. For the great majority of state 2 genes uniquely enriched for K27me3 in each genotype, no corresponding changes in gene expression were observed (>97%; Supplemental Figure 6A), consistent with previous observations (29). Changes in gene expression rarely corresponded to uniquely called state 4 peaks within a genotype (Table 1), indicating that most epigenetic changes correlating to *KRAS^G12D^* activity were silent. In total, 2.8% of state 4 genes unique to control tissue were differentially expressed between control and either *KRAS^G12D^* or *KRAS^G12D^Ezh2*^ΔSET^ tissue (Table 1). Similarly, 1.7% of *KRAS^G12D^* and 4.3% of *KRAS^G12D^Ezh2*^ΔSET^ State 4 genes were also DEGs. Alignment with RNA-Seq data showed that state 4 genes in *KRAS^G12D^Ezh2*^ΔSET^ had lower expression patterns similar to state 2 genes (Figure 1E), but consistent with a role for EZH2 in KRAS^G12D^-mediated silencing, higher expression of state 2 and 4 genes was observed in *KRAS^G12D^Ezh2*^ΔSET^ tissue compared with control and *KRAS^G12D^* tissue (Figure 1E).

Alterations in state 4 genes suggests priming may lead to different responses to environmental cues. KEGG analysis of state 4 enriched genes showed that *KRAS^G12D^* tissue had many more uniquely enriched pathways compared with control or *KRAS^G12D^Ezh2*^ΔSET^ tissue including RAS and PI3K/Akt signaling (Figure 3D and Supplemental Table 1). While more pathways were enriched in *KRAS^G12D^* tissue, KEGG analysis using state 2 genes showed no difference in KEGG pathways between genotypes (Supplemental Figure 6B and Supplemental Table 2). Similar KEGG pathway analysis of DEGs between *KRAS^G12D^* or *KRAS^G12D^Ezh2*^ΔSET^ tissue and control tissue showed enrichment for MAPK signaling in both genotypes, but only *KRAS^G12D^Ezh2*^ΔSET^ tissue was enriched for P13K/Akt signaling (Figure 3E and Supplemental Table 3) and gene set enrichment analysis (GSEA) shows enhanced activation of KRAS-UP signaling (Figure 3F) and P13K/AKT signaling (Supplemental Figure 6C) in *KRAS^G12D^Ezh2*^ΔSET^ tissue compared with both control and *KRAS^G12D^* tissues. This supports a mechanism in which EZH2 restricts activation of KRAS-mediated pathways and may account for the more progressive PanINs observed in *KRAS^G12D^Ezh2*^ΔSET^ tissue.

Direct comparison of *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ transcriptomics also identified immune-related pathways as differentially enriched (Figure 4A and Supplemental Table 4). While previous studies suggest that KRAS works through EZH2 and NFATc1 to affect an inflammatory response (30), RNA-Seq analysis showed no differences in *Nfatc1* expression between genotypes (Supplemental Figure 7A) and immune cell infiltration based on CD3^+^ (T lymphocytes), CD4^+^ (Th cells), CD8^+^ (cytotoxic T cells), and F4/80^+^ (macrophages) expression was not observed in either *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ tissue without cerulein treatment (Supplemental Figure 7B). However, several DEGs in the immune-related pathways, including *Cd1d1* (Figure 4B), *Colec12*, *Maf*, *H2-Q6*, and *H2-Q7* (Supplemental Figure 7C), showed K27me3 enrichment peaks in *KRAS^G12D^* but not *KRAS^G12D^Ezh2*^ΔSET^ tissue.

Examination 5 weeks after acute cerulein injury showed accumulation of CD3^+^, CD4^+^, CD8^+^, and F4/80^+^ cells surrounding PanIN lesions in *KRAS^G12D^* tissue (Figures 4, C and D). While *KRAS^G12D^Ezh2*^ΔSET^ tissue had similar accumulation of CD3^+^ and CD4^+^ cells, a significant reduction in F4/80^+^ cells (*P* < 0.001) and a trend toward decreased CD8^+^ cells (*P* = 0.095) was observed (Figure 4C). Similar analysis for vimentin and α-SMA, markers of cancer-associated fibroblasts, showed no difference between *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice (Figure 4E). Combined, these data suggest an EZH2-dependent mechanism in which KRAS^G12D^ reprograms the acinar cell epigenome and affects infiltration of immune cells upon injury. 

### Loss of EZH2 activity promotes rapid progression of PDAC in Mist1^creERT/–^ KRAS^G12D^ model.

Our findings on EZH2’s role in early PanIN progression differed from previous studies. One possibility is EZH2’s role differs depending on the susceptibility of the model to KRAS^G12D^. Therefore we assessed whether EZH2 showed a similar ability to restrict PanIN progression in a more severe model of PDAC. We generated *Mist1^creERT/creERT^KRAS^G12D^* mice with (indicated as *Mist1^creERT/–^ KRAS^G12D^*) and without the EZH2 ΔSET domain (*Mist1^creERT/–^ KRAS^G12D^Ezh2*^ΔSET^; indicated as *MKE*; Supplemental Figure 8A) as loss of MIST1 markedly increases sensitivity to KRAS^G12D^ (31). Gross morphological analysis 2 months after KRAS^G12D^ activation (Supplemental Figure 8B) revealed no differences in weight between control, *KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, *Mist1^creERT/–^ KRAS^G12D^*, and *MKE* cohorts (Supplemental Figure 8C). However, 3 *MKE* mice needed to be sacrificed prior to the experimental end point. In addition, mice expressing KRAS^G12D^ often developed oral mucosa tumors (data not shown), likely due to *Mist1^creERT^* activity in this tissue, forcing us to cease the experiment at 60 days after initial TX treatment. While most genotypes showed relatively normal pancreatic tissue, *Mist1^creERT/–^ KRAS^G12D^* pancreata contained some fibrotic masses (Supplemental Figure 8D; blue arrows) not observed in *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^, consistent with the development of preneoplastic nodules. Pancreatic nodule formation dramatically increased in the absence of EZH2 in *Mist1^creERT/–^ KRAS^G12D^* mice (*MKE*).

Increased EZH2 accumulation was confirmed in *Mist1^creERT/–^ KRAS^G12D^* pancreatic tissue at the mRNA (Figure 5A) and protein level (Figure 5B) and was lower in *MKE* mice. RNA-Seq showing *Ezh2* tracks confirmed deletion of exon 16–19 (Figure 5C), and amylase protein (Figure 5B) and mRNA (Figure 5D) were decreased in *MKE* tissue, suggesting negligible acinar tissue in these mice. Conversely, ERK levels were elevated in *Mist1^creERT/–^ KRAS^G12D^* and *MKE* extracts (Figure 5B). H&E staining (Figure 5E) and IHC for amylase (Figure 6, A–C) confirmed minimal acinar tissue and development of high-grade PanINs and PDAC in *MKE* mice (Figure 5, E–G). *MKE* pancreata also exhibited widespread fibrosis and invasive PDAC, while *Mist1^creERT/–^ KRAS^G12D^* mice showed some progression to more advanced PanINs (Figure 5E). *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice showed few lesions, consisting of ADM and low-grade PanINs. Extensive PanIN lesions in *MKE* mice was confirmed by IHC for CK19 (Figure 6B), and IF (Figure 6, D and E) and RNA-Seq (Supplemental Figure 9A) for SOX9 — a marker of neoplastic lesions — supported markedly increased KRAS^G12D^-mediated PanIN progression to PDAC.

We next integrated RNA-Seq data from *Mist1^creERT/–^ KRAS^G12D^* and *MKE* tissue with the earlier transcriptomic analysis (Figure 3). Twenty-two days after KRAS^G12D^ activation, no lesions were observed in any genotype except in *MKE* tissue, which showed focal ADM (Figure 7A and Supplemental Figure 9B). As expected, *MKE* mice clustered separately from all other genotypes based on transcriptomic analysis (Figure 7B). *Mist1^creERT/–^ KRAS^G12D^* and *MKE* tissue had 7,636 DEGs (Figure 7C and Supplemental Table 9), including many noncoding RNAs (ncRNAs). GSEA using the 6,255 protein-encoding DEGs identified > 150 significantly altered pathways (Supplemental Table 5) including nucleosome and chromatin remodeling, suggesting substantial effects on the acinar cell genome in *MKE* tissue (Figure 7, D and E). Highly enriched pathways in *MKE* mice were also related to TME remodeling and an increased inflammatory response (Figure 7E). *Ptgs2*, which encodes the proinflammatory protein COX2 (Supplemental Figure 9C), was markedly increased only in *MKE* tissue. While negligible fibrosis was evident at the time of transcriptomic analysis (Supplemental Figure 9B), trichrome blue histology showed extensive fibrosis 60 days after treatment in *MKE* pancreata (Figure 7F).

These findings reveal EZH2’s effect on acinar cell transformation, but contributions from the ECM and inflammatory responses may contribute to PanIN progression. Therefore, to examine ADM in the absence of the microenvironment, acinar cells were isolated 22 days after activation of KRAS^G12D^ and were cultured in a 3D collagen matrix (Figure 8A). EZH2 recombination was almost complete at this time point (Figure 5B), and transcriptome analysis confirmed that no compensation by *Ezh1* and *Kdm6a/b* occurs in *Ezh2*-deleted cultures (Supplemental Figure 10A). ADM was assessed for 9 days following isolation (Figure 8, B and C). All genotypes showed increased ADM relative to control cultures, with the number of viable ADM decreasing after day 5 except for *Mist1^creERT/–^ KRAS^G12D^* and *MKE* cultures (Figure 8C). *Mist1^creERT/–^ KRAS^G12D^* cultures showed little difference in size from controls, but ADMs were maintained until the end of culture. *MKE* acini developed more rapidly into ADM with ~100% conversion by day 3 and continued to increase in size throughout the culture, showing no obvious apoptosis or necrosis. Staining for Ki67 identified proliferating cells only in *MKE* and *KRAS^G12D^EZH2*^ΔSET^ ADM, consistent with previous reports of EZH2-mediated regulation of cell cycle genes (Supplemental Figure 10B) (12, 32, 33). *p16/CDKN2A*, which affects both senescent and cell cycle pathways, was elevated in *MKE* mice (Supplemental Figure 10C), consistent with EZH2’s role in repressing its expression. Interesting, *p16/CDKN2A* was not altered in *KRAS^G12D^EZH2*^ΔSET^ tissue. Additionally, acinar cultures derived from control mice treated with increasing concentrations of the EZH2 inhibitor EPZ6438 also showed an increase in ADM at 6 days (Figure 8, D and E), consistent with EZH2 restricting initial ADM.

To determine if the absence of EZH2 affects the maintenance of epithelial neoplasias, we developed 3D organoid cultures from *KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, and *MKE* pancreatic tissue 2 weeks after cerulein induction (Supplemental Figure 11, A and B), when PanINs have developed (Figure 9A). Organoids were readily observed in *KRAS^G12D^* cultures, but *KRAS^G12D^Ezh2*^ΔSET^ cultures showed few, smaller organoids (Figure 9B), a difference maintained upon passaging (Figure 9C). While organoids from *MKE* tissue initially appeared similar to cultures developed from *KRAS^G12D^* tissue (Figure 9B), after only 1 passage, *MKE* organoids showed rapid growth and larger organoid structures compared with *KRAS^G12D^* or *KRAS^G12D^Ezh2*^ΔSET^ cultures (Figure 9, C and D). To show an ongoing requirement for EZH2 in neoplastic cells, *Mist1^creERT/–^ KRAS^G12D^* organoids were developed from CIP-treated mice and exposed to EPZ6438 for 7 days, and growth was compared with *MKE* organoids. At the time of dissection, *Mist1^creERT/–^ KRAS^G12D^* tissue showed extensive ADM but maintained the lobular nature of the pancreas and did not show the same extent of fibrosis as that observed in *MKE* tissue (Supplemental Figure 11C). EZH2 inhibition markedly increased the size of *Mist1^creERT/–^ KRAS^G12D^* organoids, becoming similar in size to *MKE* organoids (Supplemental Figure 11, D–F). These 3D cultures highlight that cell autonomous events are at least partially responsible for the *MKE* phenotype and increased progression to PDAC observed in *MKE* mice and support a contextual role for EZH2 in early PDAC progression.

## Discussion

In this study, the effect of KRAS^G12D^ and loss of EZH2 on epigenetic remodeling, neoplastic lesion development, and progression was examined. Using a model allowing inducible activation of KRAS^G12D^ in acinar cells of adult mice, we showed that KRAS^G12D^ promotes epigenetic reprogramming of the acinar cell genome, leading to widespread EZH2-dependent K27me3 enrichment. EZH2 is dispensable for acinar cell regeneration following pancreatic injury but restricts PanIN progression following acute injury combined with *KRAS^G12D^*. While this difference did not result in high-grade PanIN lesions, loss of EZH2^ΔSET^ activity greatly enhanced PDAC progression in mice *Mist1^creERT/–^ KRAS^G12D^*, leading to spontaneous loss of acinar tissue, substantial fibrosis, and PDAC within 60 days. This is the first study to our knowledge that examines changes in acinar cell K27me3 enrichment profiles directly related to KRAS^G12D^ expression, how these changes are affected by EZH2 function, and context-specific roles for EZH2 that promote or restrict early PanIN progression. This study also highlights the importance of epigenetic reprogramming in the context of PDAC and suggests that EZH2 restricts early PanIN progression to PDAC through priming of immune and inflammatory genes.

### KRAS^G12D^ promotes epigenetic repression of the acinar cell genome.

Our findings support a model in which KRAS^G12D^ promotes general epigenetic repression within the pancreas prior to overt morphological changes. Global enrichment of K27me3 was increased in *KRAS^G12D^* compared with control tissue, while global K4me3 enrichment was similar between KRAS^G12D^ and tissue. This is consistent with studies showing increased expression and activity of DNA methyltransferases, histone deacetylases, and PRC1 and PRC2 in PDAC (34–37), all of which promote epigenetic repression. Importantly, epigenetic reprogramming does not accompany widespread transcriptomic dysregulation, suggesting that changes in the epigenome predate transcriptional differences and may be masked until additional environmental stresses are present. We previously characterized similar epigenetic reprogramming of acinar cells in response to chronic stress, which suggested that reprogramming alters the molecular response to subsequent acute stimuli (38). One mechanism that underlies reprogramming involved changes to “primed” genes, which have bivalent epigenetic enrichment for active and repressive epigenetic marks. This epigenetic bivalency allows repressed genes to be rapidly activated and involves K27me3 enrichment. The widespread enrichment of K27me3 following KRAS^G12D^ activation suggests EZH2, in part, regulates reprogramming. In support of these findings, deletion of EZH2 in the presence of KRAS^G12D^ resulted in K27me3 enrichment levels comparable with control tissue.

### Loss of EZH2 leads to epigenetic reprogramming of pathways involved inflammation.

While EZH2 has been targeted in several other studies examining its role in PDAC (15, 39, 40), this is the first study to our knowledge that examines global K27me3 enrichment in the context of EZH2 loss of function. K27me3 ChIP-Seq combined with RNA-Seq revealed increased enrichment of immune-related pathways 22 days after KRAS^G12D^ induction that appears to prime the genome for a differential inflammatory response since no immune cell infiltration was observed in the pancreas until after induction of injury. Five weeks after pancreatic injury, *KRAS^G12D^* mice showed an increase immune cell infiltration such as CD3^+^, CD4^+^, CD8^+^ lymphocytes, and F4/80^+^ macrophages cells. The accumulation of each of these cell types was reduced in the absence of EZH2^ΔSET^ activity, suggesting loss of EZH2 activity in *KRAS^G12D^Ezh2*^ΔSET^ mice drives an immune cold environment. Decreased accumulation of CD4^+^ and CD8^+^ cells would promote PDAC progression, as their presence is associated with improved prognosis of patients with PDAC (41–43). These findings support recent studies that propose a direct role for EZH2 in immune cell recruitment and activation in cancer (44, 45) and suggest that EZH2 plays a protective role in early PanIN development by increasing specific CD45^+^ immune cell infiltration such as CD4^+^ and CD8^+^ cell recruitment. However, the absence of EZH2 activity also results in decreased accumulation of F4/80^+^ macrophages cells, which are generally associated with enhanced PDAC progression since these favor the immunosuppressive environment (46, 47). The contradiction supports a more complex involvement of EZH2 that is likely stage dependent. This is supported by analysis of organoids developed from *KRAS^G12D^Ezh2*^ΔSET^ and *KRAS^G12D^* pancreatic tissue, which showed no difference in vivo but exhibited marked differences ex vivo. Organoids developed from *KRAS^G12D^Ezh2*^ΔSET^ tissue had reduced size and number, suggesting Ezh2^–^ lesions have a reduced ability for long-term progression. The different outcomes between in vivo and ex vivo following altered *Ezh2* function could suggest a non–cell intrinsic role for EZH2 in affecting the tissue microenvironment, and this is supported by the differences in immune cell infiltrate. However, it is also possible that early advantages gained by the loss of EZH2 in promoting PanIN differentiation are lost as PanINs progress to a more advanced phenotype. This phenomenon is consistent with observations in Chen et al. (14), which showed the increased PanIN progression initially observed in the absence of EZH2 was not maintained at later stages. However, the disadvantage of not having EZH2 as PanINs progress appears to be bypassed by the loss of MIST1. Whether this is still due to external differences within the microenvironment will need to be assessed.

### Loss of EZH2^ΔSET^ activity enhances a susceptible environment for KRAS^G12D^-mediated PDAC.

As mentioned, while our findings suggest a protective role for EZH2 in limiting early PanIN progression, previous studies on EZH2 show a more critical role in early stages of PDAC. Using the same floxed *EZH2*^ΔSET^ allele, Mallen-St Clair et al. (12) showed that acinar cell regeneration is restricted following cerulein-induced injury and increases KRAS^G12D^-mediated PanIN initiation and progression, consistent with a restrictive role for EZH2 methyltransferase function (12, 14). As mentioned above, Chen et al. (14) supported these findings but that suggested EZH2 was necessary for maintaining preneoplastic lesions, with fewer PanIN lesions apparent in older mice. Our results reveal negligible effects on acinar cell regeneration as *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice developed similar numbers of PanINs lesions following injury. We suggest the discrepancy in our results arises, in part, from the *Cre* driver used in the 2 studies having different effects on susceptibility to KRAS^G12D^. Previous studies achieved *Ezh2*^ΔSET^ deletion by targeting a noninducible *Cre* recombinase to the *Ptf1a* or *Pdx1* genes resulting in *KRAS^G12D^* activation in early pancreatic development, prior to differentiation of mature pancreatic cell types. EZH2 is important for early development and specification (8) of acinar and liver cells from a common endodermal origin. In the absence of EZH2, epigenetic programs that fix in the differentiation status of mature cell types are absent. *Mist1^creERT^* mice allow *Ezh2*^ΔSET^ deletion and *KRAS^G12D^* activation only in mature acinar cells when mature epigenetic programs are already in place. Therefore, epigenetic programs that establish an adult phenotype are not affected. In addition, haploinsufficiency for *Ptf1a* likely affects the response to KRAS^G12D^. Loss of a single *Ptf1a* allele alters the cell fate of acinar cells (48), which increases the potential for undergoing ADM. Conversely, loss of a single *Mist1* allele shows no differences in acinar cell function, response to injury, or gene expression when compared with WT litter mates. Only when MIST1 is completely absent do acinar cells show incomplete differentiation and increased sensitivity to injury and KRAS^G12D^ (31, 49). In support of the importance of the Cre driver for studying PanIN progression, comparison of *Ptf1a^creERT/+^ KRAS^G12D^* mice to *Mist1^creERT/+^ KRAS^G12D^* or *Elastase^creERT/+^ KRAS^G12D^* mice showed marked differences in sensitivity to cerulein-induced injury (50).

### Loss of EZH2 methyltransferase activity leads to both cell autonomous and non–cell autonomous effects on PDAC progression.

Despite the differences, both the current study and Chen et al. (14) confirm a protective role for EZH2 in restricting early PanIN progression and PDAC development. We suggest that this effect of EZH2 is through both cell autonomous and non–cell autonomous effects within the pancreas. RNA-Seq at 22 days revealed that loss of EZH2 activity in *Mist1^creERT/–^ KRAS^G12D^* mice (i.e., *MKE*) leads to activation of pathways involved in TME remodeling that favor aggressive PDAC progression (51–53), and the rapid progression to ADM and PanINs appears to be independent of the TME. RNA-Seq analysis also revealed that loss of EZH2 had a substantial effect on pathways affecting chromatin stability in *MKE* acini, suggesting a cell autonomous role for EZH2 in acinar cell reprogramming. This role was confirmed by culturing acinar cells of all genotypes in collagen 22 days after TX-induced recombination or culturing organoids from *KRAS^G12D^* and *MKE* genotypes following acute cerulein treatment. In collagen cultures, *MKE* acini showed rapid ADM compared with other genotypes, with increased proliferation, and maintained survival over the length of culture. In matrigel cultures, *MKE* organoids show rapid growth and formed and maintained larger cyst structures compared with the *KRAS^G12D^* cultures. Interestingly, inhibition of EZH2 both in control acinar cells and *Mist1^creERT/–^ KRAS^G12D^* organoids induces and increase of ADM formation and organoids size, respectively.

Targeting EZH2 function has been suggested as a possible therapy based on in vitro and xenograft data showing EZH2 inhibitors can enhance sensitivity to traditional chemotherapy (54). While our results support and extend findings of the importance of EZH2 in restricting progression to PDAC, they are not in agreement with studies on PDAC cell lines or tissue obtained from patients. Increased EZH2 expression in PDAC is correlated to worse prognosis and resistance to therapy (13, 15, 39). Crucially, these previous studies suggest that the effects of EZH2 are independent of its methyltransferase activity. Therefore, it is likely that EZH2 has additional, non-PRC2 functions relevant to late-stage PDAC, which our study does not address. However, our findings suggest targeting EZH2 in PDAC with pharmacological inhibitors must be approached with caution.

While this is the first study to our knowledge to identify specific EZH2 roles on epigenetic reprogramming following induction of KRAS^G12D^, there are limitations to the work. H3K4 and H3K27 are only 2 epigenetic modifications linked to gene expression, and other modifications are more consistent with gene expression. K36me3 and K9me3 enrichment are more closely correlated with gene expression and repression, respectively, and DNA methylation is highly correlated with gene repression. While we have focused on K4me3 and K27me3 due to their roles in epigenetic bivalency, a more comprehensive analysis is warranted. Similarly, while *Mist1^creERT^* driver mice provide a more relevant model of PDAC compared with previous studies using *Ptf1a-Cre* mice, which activates KRAS^G12D^ in development, an inducible *Ptf1a^creERT^* model is available that would allow longer-term analysis given its pancreas-specific expression. However, this model shows increased sensitivity to KRAS^G12D^ that may not be physiologically relevant (50).

To conclude, our study shows that EZH2 limits progression from acinar cells to late-stage PDAC through reprogramming of inflammatory and extracellular matrix genes. These effects are likely through both non–cell autonomous and cell autonomous mechanisms. Loss of EZH2 alters pathways that promote inflammation and fibrosis, thereby affecting the TME, but it also enhances ADM in the absence of the TME. This work highlights a complex role for EZH2 in initiation and progression of pancreatic cancer. While our findings support a tumor-suppressive role in restricting PanIN and PDAC formation, future studies are needed to determine if these effects are simply due to PRC2-related functions or additional modes of EZH2 activity.

## Methods

### Sex as a biological variable.

In this study, both male and female C57BL/6 mice were used for each genotype. Sex was not considered as a biological variable in this study.

### Mouse models.

Our study examined male and female animals, and similar findings are reported for both sexes. In all experiments, both male and female mice were used to reach significance. Mice were given normal chow and water ad libitum throughout the experiment. C57BL/6 mice containing *loxP* sites flanking exons 16–19 of the *Ezh2* gene (encompass the SET domain; *Ezh2*^Δ*SET/*ΔSET^), an oncogenic KRAS^G12D^ within the *Kras* locus and downstream of a *loxP-stop-loxP* (*LSL*) cassette (*Kras^LSL-G12D^*), or an inducible Cre recombinase (creERT) targeted to the *Mist1* coding region (*Mist1^creERT^*), have been used and described previously (12, 18, 25, 55, 56). Mating of these transgenic lines led to 8 distinct genotypes, which were confirmed before and after experimentation using the primers indicated in Supplemental Table 6. To induce *loxP* recombination, 2- to 4-month-old mice were gavaged 3 times over 5 days with 2 mg TX (MilliporeSigma, T5648) in corn oil (Sigma, C8267). This regime has been used previously to induce > 95% recombination in acinar cells of the *Mist1^creERT^* line (31, 57). Mice were sacrificed either 22 days or 60 days after the initial TX gavage or treated with cerulein to induce acute or recurrent pancreatic injury (see below). Pancreatic tissue was weighed and processed for paraffin sectioning, RNA, chromatin, or protein isolation.

### CIP.

To induce acute pancreatic injury, 2- to 4-month-old mice received 8 hourly i.p. injections of cerulein (50 mg/kg, MedChemExpress, FI-6934) 15 and 17 days after the first dose of TX. Control mice received 0.9% saline solution. Mice were weighed every day to monitor weight changes and health; they were then sacrificed 14 or 35 days after initiating acute CIP.

To induce recurrent pancreatic injury, mice received i.p. injections of cerulein (250 μg/kg body weight) or 0.9% saline solution (control) twice daily (9:00 hours and 15:00 hours) for 14 days. Mice were weighed daily to determine changes in body weight. Mice were sacrificed 7 days after the last cerulein injections.

### RNA isolation, RNA-Seq, and data analysis.

RNA was isolated from whole pancreatic tissue of mice 22 days after TX induction using Trizol (Invitrogen, 15596018) followed by the Pure link kit following manufacturer’s instructions (Invitrogen, 12183018A). RNA was prepared for RNA-Seq as previously described (33). Two (for *Mist1^creERT/–^ KRAS^G12D^*) or 3 (Control, *EZH2*^ΔSET^, *KRAS^G12D^*, *KRAS^G12D^EZH2*^ΔSET^, and *MKE*) biological replicates per group were sequenced using the Illumina NextSeq High Output 150 cycle (paired-end sequencing) sequencing kits. The complete RNA-Seq data can be found at GEO accession GSE (GSE262920 and GSE252884). RNA-Seq reads were aligned to mouse genome mm10 and sorted by coordinate using STAR v2.7.9a (58). Gene counts were generated using the featureCounts function of the Subread v2.0.3 aligner (59), and the subsequent differential expression analysis was performed using the edgeR v3.321 package (60, 61). The DEGs acquired from this analysis were used in subsequent functional analysis and later in the comparison with genes obtained from ChIP-Seq analysis. Functional and enrichment analysis, including KEGG and gene ontology (GO) pathway analyses and GSEA, were performed using clusterProfiler v3.18.1 R package (62). A threshold of *P*_adj._ ≤ 0.05 cut off was used for all differential expression and pathway analyses. PCA plots v2.2.0 (DOI: 10.18129/B9.bioc.PCAtools), Venn diagrams v1.7.3 (63), and dot plots v1.10.2 (64) were generated using the corresponding R package.

### ChIP-Seq and data analysis.

Chromatin was isolated from pancreatic tissue of mice 22 days after TX gavage. The ChIP-Seq protocol was followed as previously described (38). Antibodies against K27me3 (MilliporeSigma, 07-449) or K4me3 (MilliporeSigma, 04-745) were used for immunoprecipitation, and subsequent next-generation sequencing was performed using Illumina NextSeq High Output 150 cycle sequencing kit. The complete ChIP-Seq data can be found at GEO accession GSE (GSE262919). Raw data were first checked for read quality using FastQC and aligner against the mouse genome (mm10) using bowtie2 tool (65). Identification of the peaks for each sample was performed using Homer FindPeaks tool with the “histone” mode, which searches for broad regions of enrichment of variable width by comparing both local background and corresponding input samples. Genomic annotation and visualization of the peaks was performed using ChIPSeeker R package and *TxDb.Mmusculus.UCSC.mm10.knownGene* library. To define the target genes with marked ChIP enrichment, we defined the promoter region of ± 3 kb from the TSS. Genes overlapping at least 1 identified peak were considered target genes for a given sample. KEGG enrichment analysis was performed based on the resulting lists of target genes using ClusterProfiler R package. Heatmap visualization of the ChIP enrichment was performed using ngs.plot tool (66) with decreasing ranking of genes based on the ChIP enrichment level among the gene body. Browser Extensible Data (BED) files with K4me3- and K27me3-aligned reads and their corresponding input samples were used to assess chromatin states with ChromHMM (67). The resulting output generated 4 chromatin states. The enrichment of each state was calculated and visualized, and the states were annotated based on the enrichment patterns.

### qPCR analysis.

quantitative PCR (qPCR) was performed on cDNA samples prepared as described (38). Expression of *Ptgs2* was normalized to mitochondrial ribosomal protein L1 (*Mrpl1*). ViiA 7 RUO software (Applied Biosystems) was used to calculate the amount of RNA relative to WT animals for the equivalent time points. Primer sequences are shown in Supplemental Table 7.

### Tissue fixation and histology.

For histological analysis, pancreatic tissue was isolated from the head and tail of the pancreas and processed as described (38). To assess overall histology and identify differences in pancreatic tissue architecture, sections were stained with H&E. Lesions area were quantified using ImageJ (NIH) as a percentage of total tissue area. Mucin accumulation was visualized using an Alcian Blue stain kit (Abcam, ab150662), and staining was quantified as a percentage of the whole tissue area. PAS staining was also performed (Sigma-Aldrich, 3951 and 3952) and quantified by scoring PanIN lesions as PAS^+^ (>50%), partially PAS^+^ (<50%), or PAS^–^. To assess fibrosis, paraffin sections were stained using Trichrome Blue (Abcam, ab150686). Lesions and other staining were scored over at least 3 sections from both the duodenal and splenic regions of the pancreas.

### IHC and immunofluorescence.

IHC was performed on paraffin sections as described (38). Following antigen retrieval, sections were permeabilized with 0.2% Triton-X (BDH, R06433) in PBS, rinsed, and blocked in 5% sheep serum in PBS for 1 hour at room temperature. Primary antibodies were diluted in 5% sheep serum in PBS and incubated overnight at 4°C. Primary antibodies included rabbit amylase (Cell Signaling Technology, 4017, 1:400), rabbit CK19 (Abcam, 15463, 1:200), rabbit CD3 (BD Biosciences, 560591, 1:200), rabbit CD8 (Thermo Fisher Sciences, 98941, 1:200), rabbit F4/80 (Abcam, ab111101, 1:100), rabbit α-SMA (Cell Signaling Technology, 19245, 1:200), and rabbit Vimentin (Cell Signaling Technology, 5741, 1:400). Sections were washed and then incubated in biotinylated mouse α–rabbit IgG secondary antibody (in 5% sheep serum, Vector, PK-4001, 1:1000) for 30 minutes at room temperature. Finally, sections were incubated in AB reagent for 30 minutes at room temperature and visualized using ImmPACT DAB Peroxidase (HRP) substrate (Vector, PK-4001/SK-4105). Slides were counterstained with hematoxylin (Biocare Medical, CATHE-M) and imaged using Leica Microscope DM5500B (Leica Microsystems) and LAS V4.4 software.

IF analysis was performed on paraffin-embedded tissue sections for SOX9 and CD4; for Ki67, acinar cells were fixed in PFA 3% and then embedded in paraffin. Slides were prepared as for IHC except for quenching with hydrogen peroxidase (Thermo Fisher Scientific, H325) for SOX9. Primary antibody is rabbit SOX9 (MilliporeSigma, AB5535, 1:250), rat CD4 (Thermo Fisher Sciences, 14-0041-82, 1:250), and mouse Ki67 (BD Biosciences, 550609, 1:250). After washing, slides were incubated in α-rabbit or α-mouse IgG conjugated to TRITC (Jackson ImmunoResearch, 711-025-152 and 715-025-150, 1:300) or α–rat IgG conjugated to FITC (for CD4) (Jackson ImmunoResearch, 712-095-150) diluted in 5% sheep serum in PBS. Prior to mounting in Vectashield Permafluor mountant (Thermo Fisher Scientific, SP15), sections were incubated in DAPI (Thermo Fisher Scientific, 62248). Staining was visualized using Leica DFC365 FX camera on the Leica DM5500B microscope. Images were taken on Leica LASV4.4 software.

### Protein isolation and Western blotting.

Pancreatic protein was isolated as described (68) and quantified using a Bradford protein assay (Bio-Rad, 5000006). Isolated protein was resolved by SDS-PAGE and transferred to polyvinylidene fluoride membrane (Bio-Rad, 162-0177). Western blot analysis was carried out as described (69) using antibodies specific for rabbit EZH2 (Cell Signaling Technology, 5246, 1:1,000), rabbit Amylase (Abcam, ab21156, 1:8,000), and rabbit total ERK (Cell Signaling Technology, 9102, 1:1,000). After washing, blots were incubated in α–rabbit HRP antibody (Cell Signaling Technology, 7074, 1:3,000). Blots were visualized using the VersaDoc Imaging System with Quantity One 1-D Analysis software (Bio-Rad).

### Acinar cell isolation and 3D collagen culture.

Acinar cells were isolated and embedded in collagen as previously described (70). Cyst formation was assessed every day until day 9 in culture. At day 7, some cultures were processed for paraffin sectioning and IF analysis for Ki67. Representative images were taken with an upright Leica microscope.

### Organoid isolation and 3D matrigel culture.

The middle section of the pancreas was isolated and digested based on previously published protocols with some modifications (71). Pancreata was digested by incubation in 1 mg/mL of collagenase/dispase for 20 minutes at 37°C in a rotating incubator. Digested tissue was washed with DMEM/F12 (Wisent, 390-075CL) containing with 10 mM HEPES, 1% glutamax (Thermo Fisher Scientific, 35050061), 1% penicillin-streptomycin (PenStrep), and 100 μg/mL primocin (Invitrogen, anti–pm-1) and centrifuged at 300*g* for 5 minutes. Supernatant was aspirated and tissue resuspended in StemPro Accutase (Thermo Fisher Scientific, A11105-01) and incubated for 45 minutes at 37°C in a rotating incubator. The resulting slurry was filtered through a 70 μm nylon mesh filter and cells resuspended in feeding media (72) with 5% Matrigel. In total, 30,000 cells were seeded on a layer of 100% Matrigel (Corning, 356230). After first passage, organoids were reseeded into 100% Matrigel domes for experimental analysis according to ref. 73. For passaging, organoids were incubated in 1 mg/mL of collagenase/dispase for 2 hours at 37°C and were then rinsed with wash media and centrifuged at 300*g* for 5 minutes. Supernatants were aspirated, and cells were resuspended in StemPro Accutase and incubated for 45 minutes at 37°C in a rotating incubator. Cells were centrifuged at 300*g* for 5 minutes and supernatant aspirated. In total, 5,000 cells were reseeded at equal densities in 100% Matrigel and supplemented with feeding media.

### Statistics.

For ADM 3D culture quantification, we used 2-way repeated ANOVA followed by Dunnett’s correction. For organoid quantification, we used a 2-way ANOVA followed by Tukey’s correction. For in vivo experiment, when 2 conditions were compared, a 2-tailed unpaired Mann-Whitney *U* test was used. For more than 2 conditions comparison, 1-way ANOVA followed by Tukey’s correction were performed. *P* ≤ 0.05 or adjusted *P* (*P*_adj._) ≤ 0.05 were considered significant for all our analysis.

### Study approval.

All experiments on mice were approved by the Animal Care Committee at the University of Western Ontario (protocol nos. 2020-057 and 2020-058).

### Data availability.

We have uploaded data to NCBI. The complete RNA-Seq data can be found at GEO accession GSE (GSE262920 and GSE252884) and the complete ChIP-Seq data can be found at GEO accession GSE (GSE262919). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

EJP contributed data acquisition and interpretation as well as manuscript writing and editing; XW contributed data acquisition and interpretation as well as manuscript writing; FM contributed data acquisition and interpretation as well as manuscript writing and editing; ZK contributed data acquisition; SE contributed data acquisition and interpretation; KB contributed data acquisition; CJ contributed data acquisition and interpretation; MBM contributed data acquisition; SA contributed data acquisition; SB contributed data acquisition; KM contributed data acquisition; JR contributed data acquisition; PS contributed data interpretation and mentorship; AJM contributed data acquisition and interpretation as well as manuscript editing; ND contributed data interpretation and mentorship; RU contributed data interpretation and mentorship; GL contributed data interpretation and mentorship; and CLP contributed study design, data interpretation, manuscript writing and editing, and mentorship.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
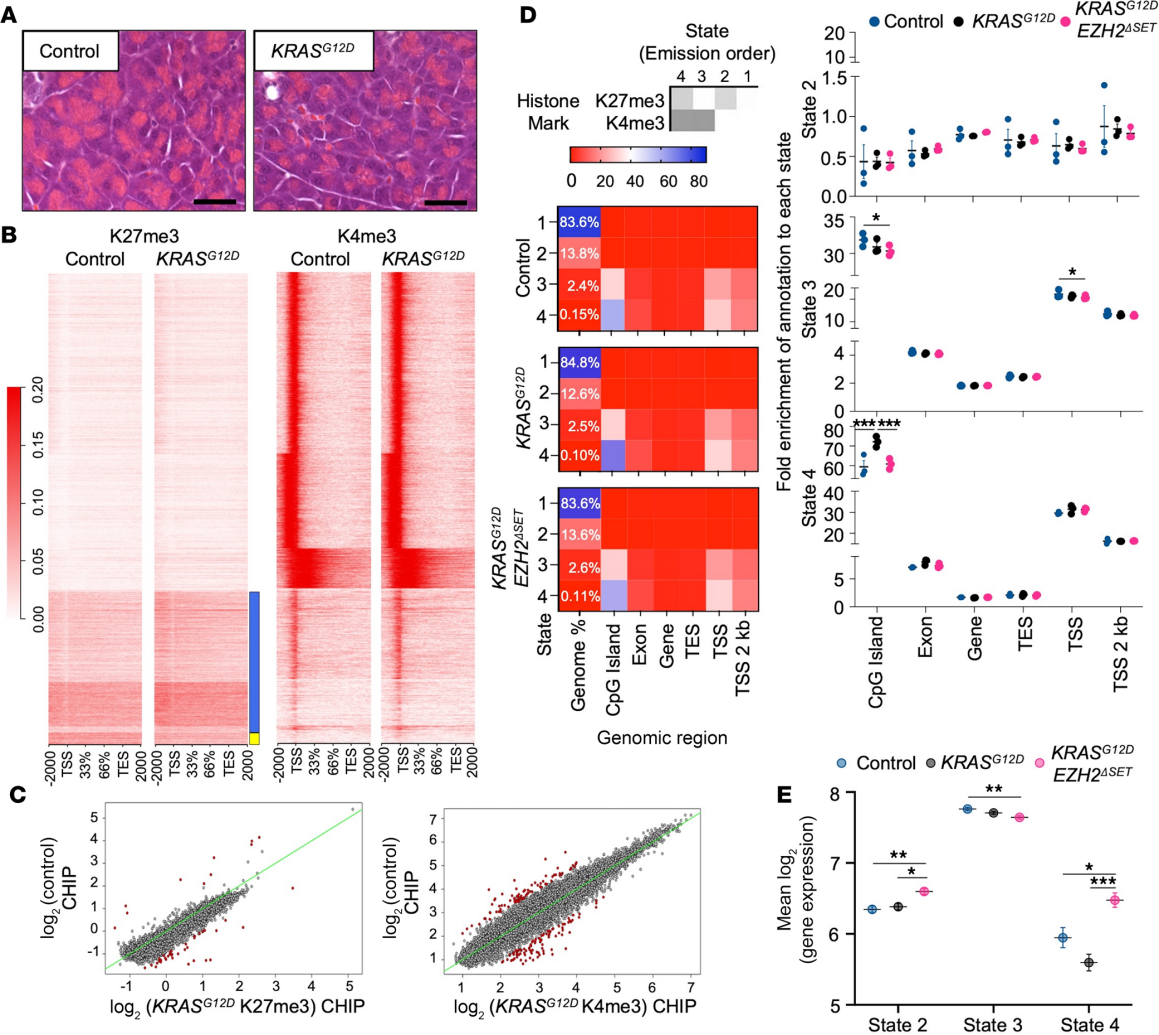
*KRAS^G12D^* promotes increased K27me3 enrichment in pancreatic acini. (**A**) Representative images of H&E-stained pancreatic tissue from control and *KRAS^G12D^* mice 22 days after TX gavage. Scale bar: 50 μm. (**B**) Heatmaps show K27me3 and K4me3 enrichment from 2 kb before the transcriptional start sites (TSS) to 2 kb after the transcriptional end site (TES) of all genes. Blue and yellow boxes indicate areas showing increased or decreased K27me3 enrichment in *KRAS^G12D^* mice. There is reduced K27me3 at TSSs, which appears restricted in *KRAS^G12D^* mice. (**C**) Comparison of called K27me3 and K4me3 enrichment at TSSs in control and *KRAS^G12D^* acinar cells. Red dots represent genes with significantly dysregulated enrichment. Green line indicates expectation for equal enrichment between genotypes. (**D**) Comparison of chromatin states in control, *KRAS^G12D^,* and *KRAS^G12D^EZH2*^ΔSET^ mice 22 days after KRAS^G12D^ induction based on K4me3 and K27me3 enrichment. Numbers in first column indicate the percentage of each state across of the genome. Graphs show quantification of these numbers at the different gene regions. (**E**) Correlation between gene expression and chromatin states in control, *KRAS^G12D^,* and *KRAS^G12D^EZH2*^ΔSET^ pancreata 22 days after KRAS^G12D^ induction. Data represent mean ± SEM (*n* = 3 mice /group). Two-way ANOVA followed by Tukey’s post hoc test was performed. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
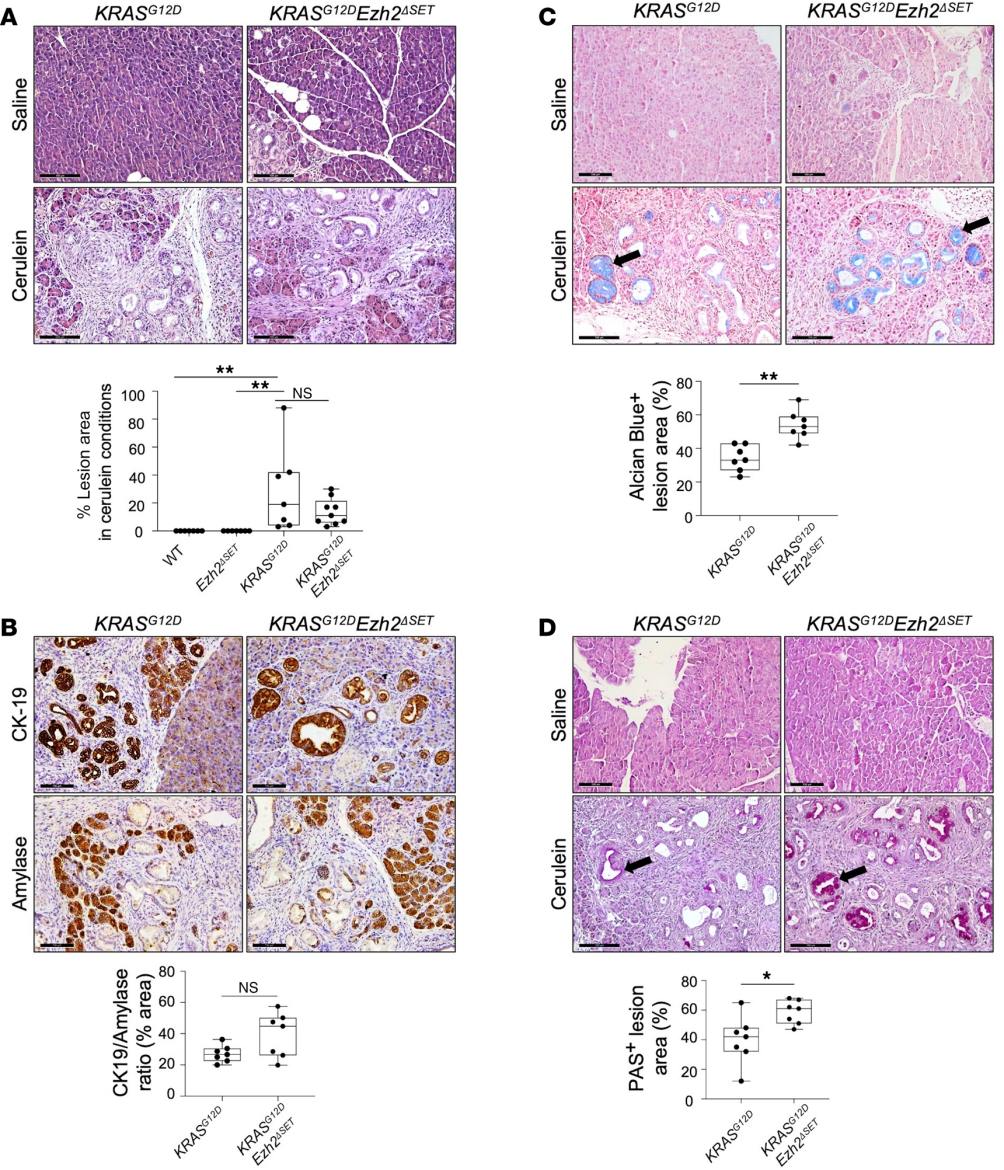
Loss of EZH2 methyltransferase activity increases *KRAS^G12D^*-mediated PanIN progression. Histological and quantitative analysis comparing *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice 51 days after initiating KRAS^G12D^ and 35 days after treatment with saline or cerulein. (**A**) Representative H&E images of pancreatic tissue. Box plots indicate the amount of lesion area as a percentage of the entire pancreatic tissue. Significance was measured by 1-way ANOVA followed by Tukey’s post hoc tests. (**B**) Representative IHC for CK19 or amylase followed by counterstaining with hematoxylin in cerulein-treated mice. Box plots compare the ratio of CK19^+^/amylase^+^ tissue. Significance was measured by 2-tailed unpaired Mann-Whitney *U* test. (**C** and **D**) Representative images of alcian blue histology (**C**) or periodic acid–Schiff (PSA) (**D**) histology showing advanced lesions (arrows) in saline- or cerulein-treated *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice. Box plots compare the stained area as a percentage of ADM/PanIN lesions. Significance was measured by 2-tailed unpaired Mann-Whitney *U* test. Scale bar: 100 μm. For graphs, individual mice (*n* = 7 mice per group) are shown and data represent mean ± minimum to maximum. *P ≤ 0.05, **P ≤ 0.01.

**Figure 3:**
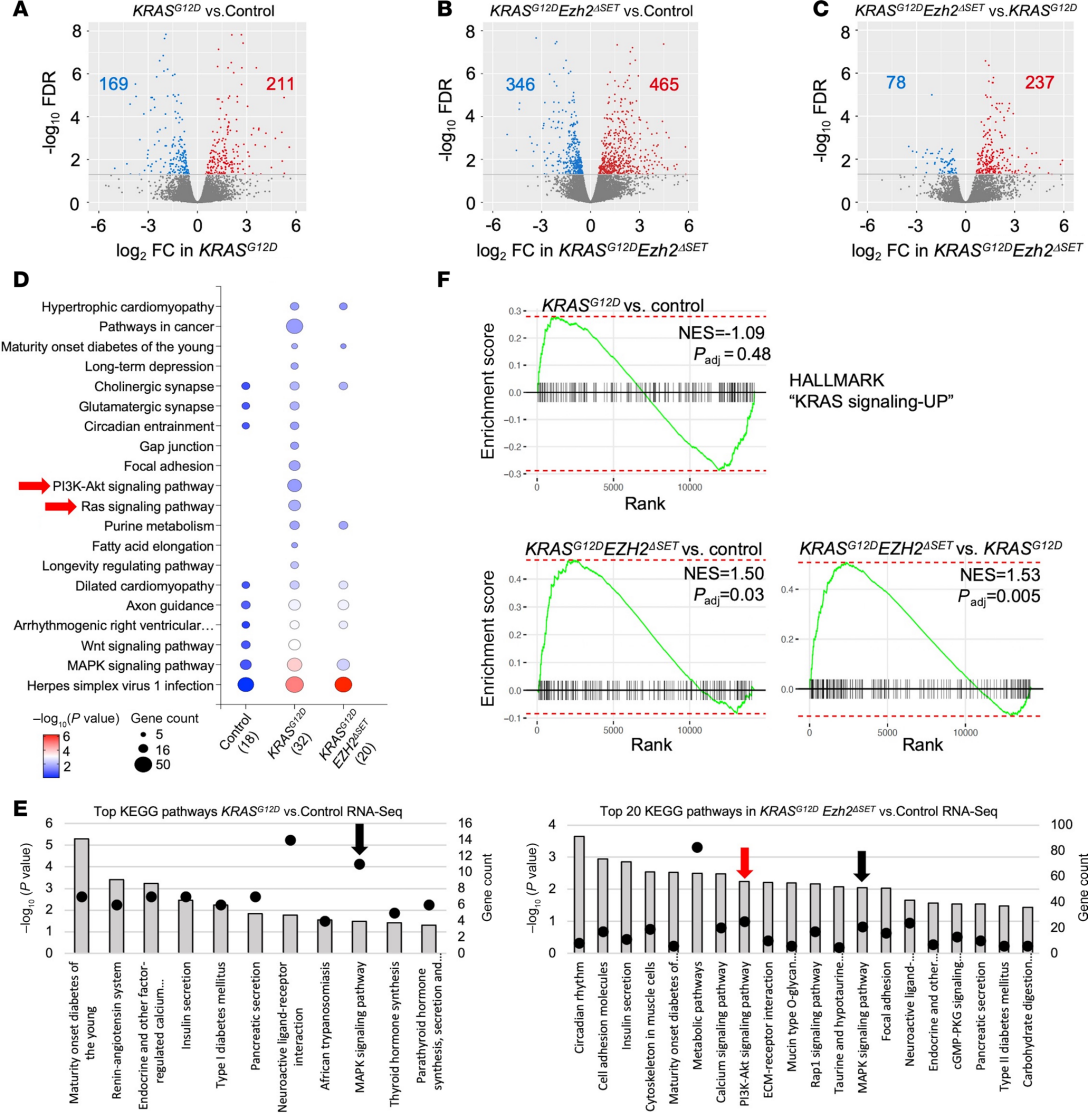
Loss of EZH2 methyltransferase activity alters the effects of *KRAS^G12^* on expression of genes linked to the tissue microenvironment. (**A**) Volcano plot of RNA-Seq analysis between control and *KRAS^G12D^* pancreata 22 days after TX gavage. Significantly downregulated genes are shown in blue and significantly upregulated genes in red. Significance was evaluated with FDR ≤ 0.05. (**B** and **C**) Similar Volcano plots comparing gene expression between *KRAS^G12D^Ezh2*^ΔSET^ and control (**B**) or *KRAS^G12D^* (**C**) pancreatic tissue 22 days after activating KRAS^G12D^ (*n* = 3 mice). (**D**) KEGG pathway analysis performed on genes enriched for K27me3 and K4me3 identifies an increase in the state 4 pathways in KRAS^G12D^ tissue (number of pathways) including unique enrichment of downstream mediators of KRAS signaling (red arrows). (**E**) KEGG pathway analysis based on DEGs from RNA-Seq identified enriched pathways between *KRAS^G12D^* (all pathways shown) or *KRAS^G12D^EZH2*^ΔSET^ (top 20 pathways shown) and control tissue. Bars indicate –log_10_ (*P* value), and dots indicate gene counts. Arrows indicate KRAS-related pathways unique (red) or common (black) to each data set. (**F**) Gene set enrichment analysis comparing enrichment of HALLMARK_KRAS_UP signaling between control, *KRAS^G12D^*, and *KRAS^G12D^Ezh2*^ΔSET^ tissue 22 days following tamoxifen treatment. Normalized enrichment scores (NES) are significantly different between *KRAS^G12D^Ezh2*^ΔSET^ and both control and *KRAS^G12D^* expression (*n* = 3).

**Figure 4:**
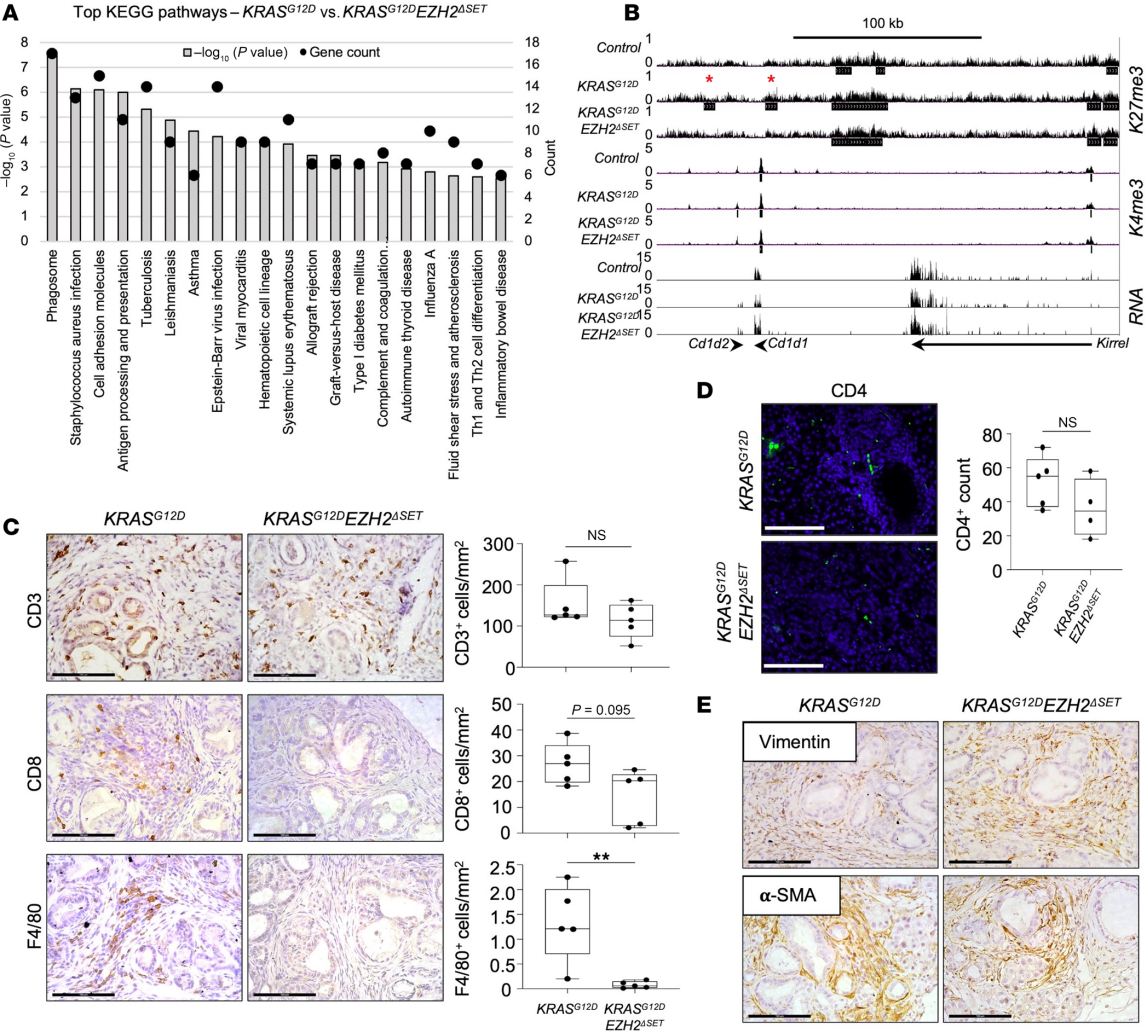
EZH2 deletion alters immune cell infiltration promoted by KRAS^G12D^ after acute cerulein treatment. (**A**) KEGG pathway analysis of DEGs between *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ pancreatic tissue 22 days after tamoxifen treatment. Bars indicate the FDR values, while black dots indicate the number of genes associated with each pathway. (**B**) K27me3, K4me3, and RNA tracks showing bivalency and differential K27me3 enrichment between *KRAS^G12D^* and control or *KRAS^G12D^Ezh2*^ΔSET^ at *Cd1d2*. Red asterisks indicate K27me3 enrichment specific to *KRAS^G12D^* mice. Tracks are an overlay of *n* = 3 mice. (**C** and **D**) IHC for CD3, CD8, and F4/80 (**C**) or IF for CD4^+^ cells (**D**) in pancreatic tissue from *KRAS^G12D^* and *KRAS^G12D^Ezh2*^ΔSET^ mice 51 days after expressing KRAS^G12D^ and 35 days following cerulein treatment. Scale bar: 100 μm. Box plots compare the mean number of positive cells, and individual values (*n* = 5 mice per condition) are included. Data are shown as mean ± minimum to maximum. Significance was measured using a 2-tailed unpaired Mann-Whitney *U* test. **P ≤ 0.01. (**E**) Representative images of IHC for vimentin or α-SMA staining on pancreatic tissue. Scale bar: 100 μm.

**Figure 5:**
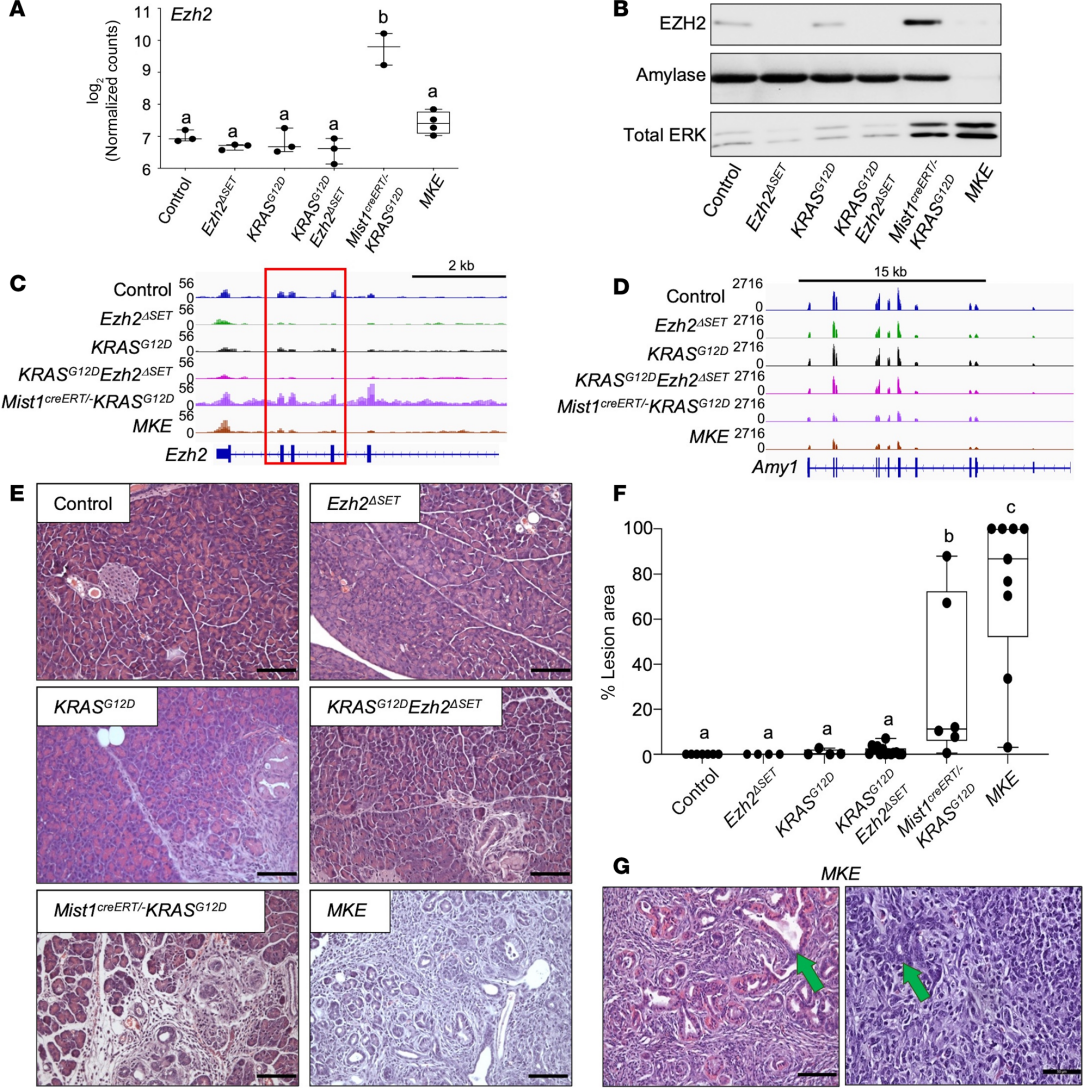
Combined loss of MIST1 and EZH2^ΔSET^ promotes rapid loss of acinar tissue in the presence of *KRAS^G12D^*. (**A**) RNA-Seq analysis revealed marked increases in *Ezh2* in *Mist1^creERT/–^ KRAS^G12D^* pancreatic tissue 22 days after KRAS^G12D^ induction relative to all other genotypes and RNA tracks for *Ezh2* confirm deletion of exon 16–19 (red box). Data represent mean ± minimum to maximum (*n* = 3 for control, *Ezh2*^ΔSET^*, KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, and *MKE* and *n* = 2 for *Mist1^creERT/–^ KRAS^G12D^*). Letters indicate statistically similar groups. ^b^*P* ≤ 0.001. (**B**) Representative Western blots for EZH2, amylase, or total ERK, 60 days after KRAS^G12D^ induction. (**C** and **D**) RNA tracks for *Ezh2* (**C**) and *Amy1* (**D**). Tracks are the overlay of *n* = 3 mice. (**E**) Representative H&E-stained pancreatic sections 60 days after KRAS^G12D^ induction. Genotypes are indicated. Scale bar: 100 μm. (**F**) Box plot quantifying the percentage of lesional area in all genotypes based on H&E staining. Data are shown as mean ± minimum to maximum (*n* = 4 for *Ezh2*^ΔSET^ and *KRAS^G12D^*, *n* = 6 for *Mist1^creERT/–^ KRAS^G12D^*, *n* = 7 for control, *n* = 9 for *MKE*, and *n* = 14 for *KRAS^G12D^Ezh2*^ΔSET^). Significance was measured by 1-way ANOVA followed by a Tukey’s post hoc test. Different letters indicate statistically different *P* values; ^b^*P* ≤ 0.01, ^c^*P* ≤ 0.001. (**G**) Higher-magnification images of H&E-stained pancreatic tissue from *MKE* mice. Green arrows indicate high-grade PanIN lesions and putative PDAC that is only found in these animals. Scale bar: 50 μm.

**Figure 6:**
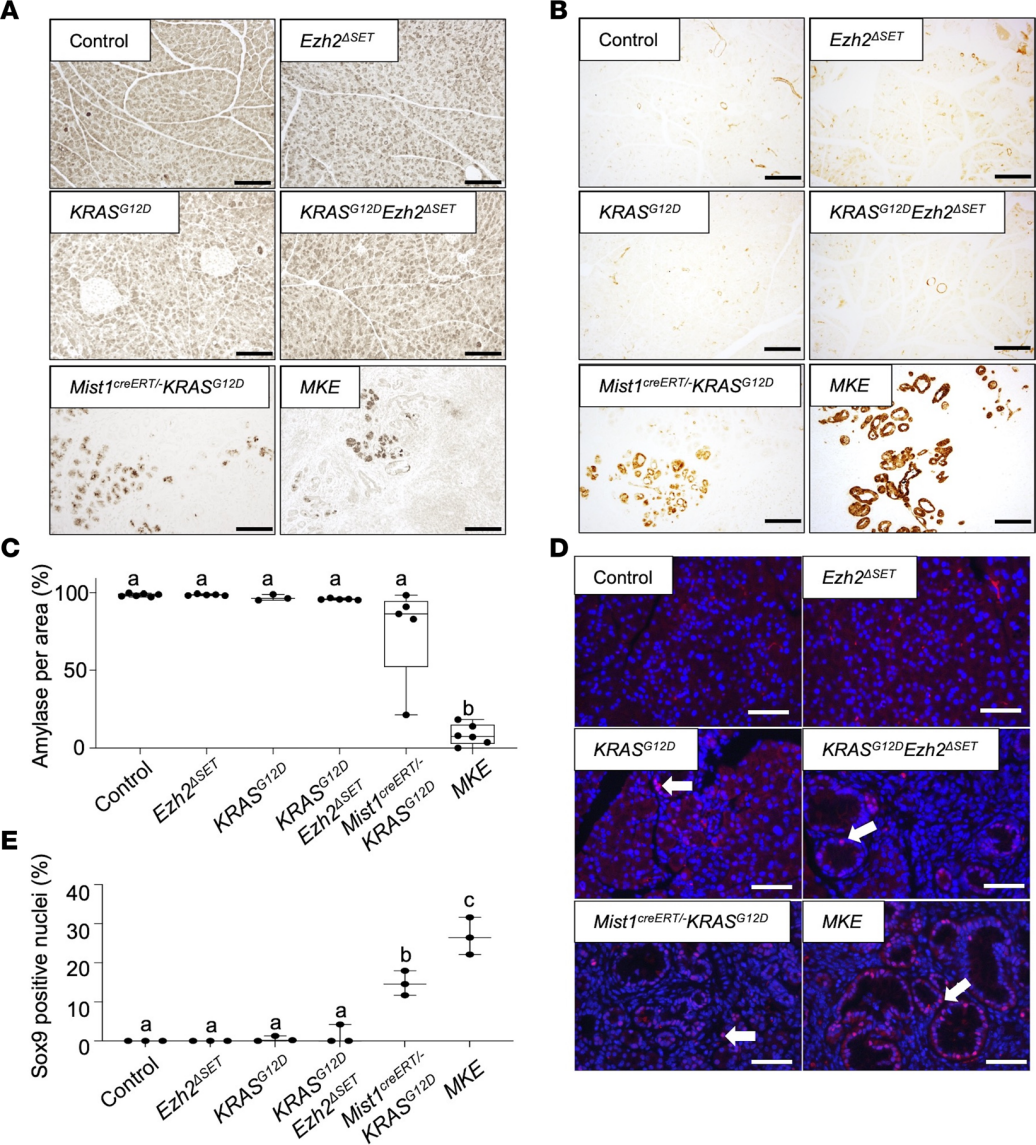
*MKE* mice exhibit extensive ductal and PanIN lesion progression. (**A** and **B**) Representative IHC for amylase (**A**) or CK-19 (**B**) on pancreatic tissue 60 days after KRAS^G12D^ induction. Genotypes are indicated. Scale bar: 100 μm. (**C**) Quantification of amylase staining in the various genotypes based on IHC staining. Data are shown as mean ± minimum to maximum (*n* = 3 mice for *KRAS^G12D^*; *n* = 5 mice for *Ezh2*^ΔSET^*, KRAS^G12D^Ezh2*^ΔSET^, and *Mist1^creERT/–^ KRAS^G12D^*; and *n* = 6 mice for control and *MKE*). Significance was measured by 1-way ANOVA followed by a Tukey’s post hoc test. ^b^*P* ≤ 0.001. (**D**) Representative immunofluorescence for SOX9 on pancreatic sections 60 days after KRAS^G12D^ induction. Genotypes are indicated. Nuclei are counterstained with DAPI. White arrows identity positive SOX9 cells. Scale bar: 50 μm. (**E**) Quantification of SOX9 staining in the different mouse lines based on IF staining. Data are shown as mean ± minimum to maximum (*n* = 3 mice per conditions). Significance was measured by 1-way ANOVA followed by a Tukey’s post hoc test. Different letters indicate statistically different *P* values. ^b^*P* ≤ 0.001, ^c^*P* ≤ 0.0001.

**Figure 7:**
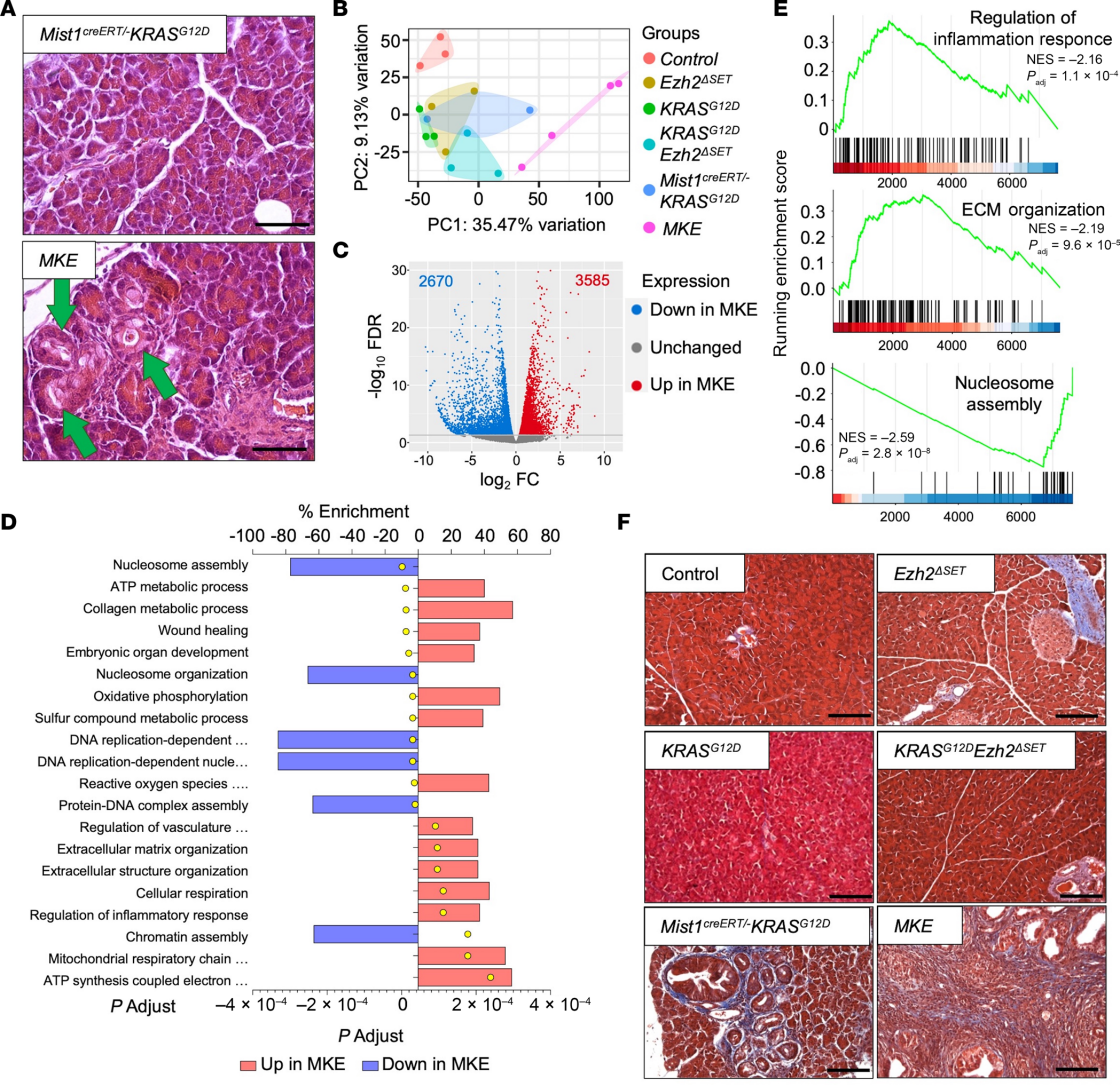
Acinar-specific deletion of *Ezh2*^ΔSET^ in *KRAS^G12D^*-mediated PDAC alters the tumor microenvironment. (**A**) Representative H&E staining of pancreatic tissue from *Mist1^creERT/–^ KRAS^G12D^* and *MKE* mice 22 days after KRAS^G12D^ induction. Green arrows indicate ADM. Scale bar: 50 μm. (**B**) Principal component analysis based on RNA-Seq data 22 days after KRAS^G12D^ induction. (**C**) Volcano plot showing differentially expressed genes between *Mist1^creERT/–^ KRAS^G12D^* and *MKE* mice 22 days after KRAS^G12D^ induction based on RNA-Seq. Genes with significantly lower or higher expression in *MKE* mice are indicated in blue and red, respectively. Significance was determined with a FDR ≤ 0.05. (**D**) Top 20 pathways identified by gene set enrichment analysis using GO terms based on RNA-Seq (*P*_adj._ ≤ 0.05). (**E**) Gene set enrichment analysis shows increased enrichment in KEGG pathways “Regulation of inflammation response” and “ECM organization” in *MKE* tissue compared with *Mist1^creERT/–^ KRAS^G12D^*. Similar analysis shows decreased enrichment of genes involved in “Nucleosome assembly” in *MKE* tissue. (**F**) Representative trichrome blue staining of pancreas section from control, *Ezh2*^ΔSET^, *KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, *Mist1^creERT/–^ KRAS^G12D^*, and *MKE* mice 60 days after KRAS^G12D^ induction. Scale bar: 100 μm.

**Figure 8:**
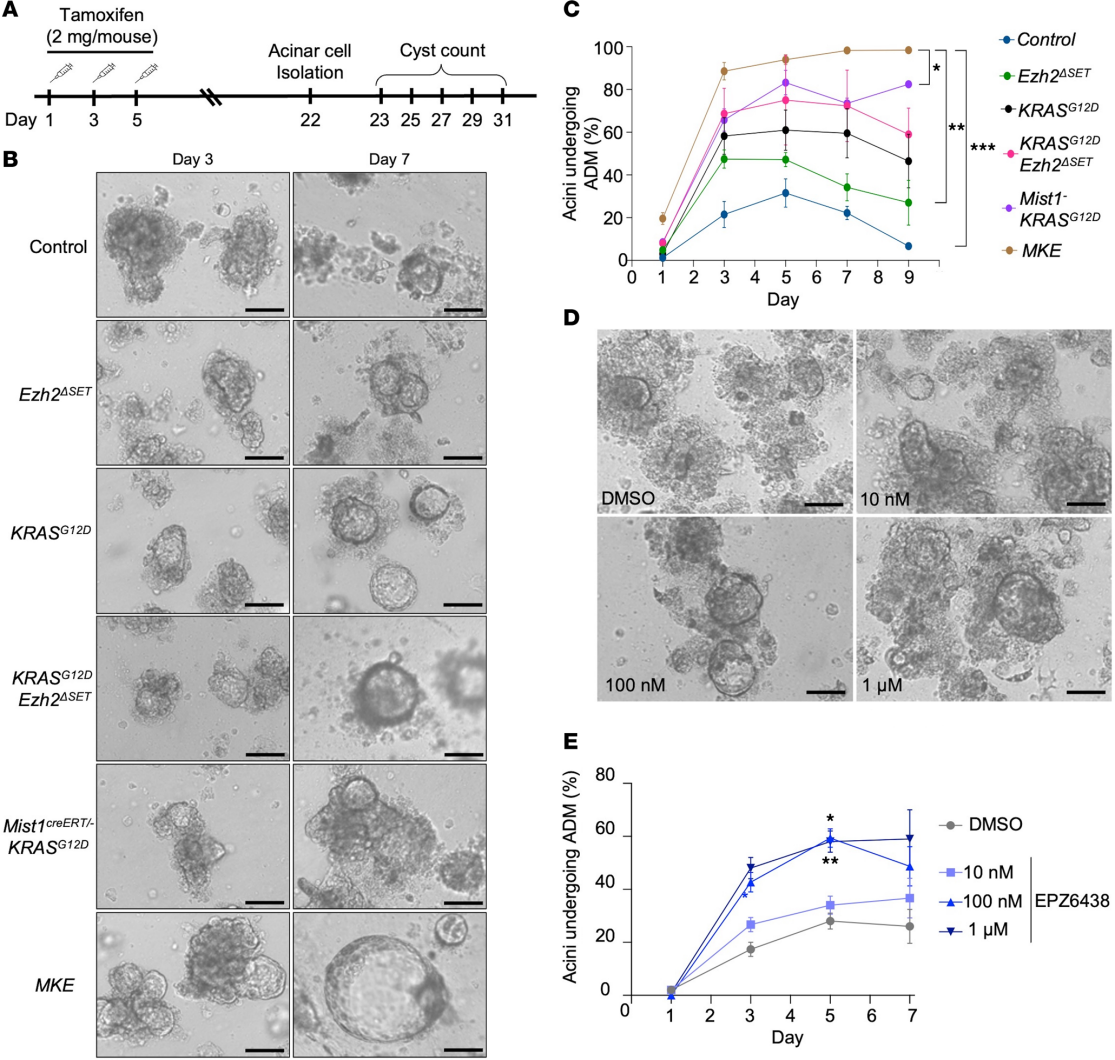
*EZH2*^ΔSET^ deletion increases ADM in the absence of the tissue microenvironment. (**A**) Experimental design for acinar cell isolation and embedding into collagen 22 days after KRAS^G12D^ induction. (**B**) Representative images of cell clusters 3 and 7 days after acinar cell isolation. Genotypes are indicated. Scale bar: 100 μm. (**C**) Quantification of the percentage of cell clusters with visible ADM, 1–9 days after acinar cell isolation. Fifty or more clusters were counted for each condition. Data are shown as mean ± SEM (*n* = 2 for *Mist1^creERT/–^ KRAS^G12D^*, *n* = 3 mice for *KRAS^G12D^Ezh2*^ΔSET^, *n* = 4 mice for *KRAS^G12D^*, *n* = 5 mice for *Ezh2*^ΔSET^, *n* = 6 mice for control, and *n* = 7 mice for *MKE*). (**D**) Representative images of control acinar after 7 days of treatment with increasing amounts of EZH2 inhibitor EPZ6438. Scale bar: 100 μm. (**E**) Quantification of 50+ acinar clusters for each condition. Data are shown as mean ± SEM. *n* = 3. In all cases, significance was measured by a repeated measures 1-way ANOVA followed by Dunnett’s correction. *P ≤ 0.05, **P ≤ 0.01, ***P < 0.001.

**Figure 9:**
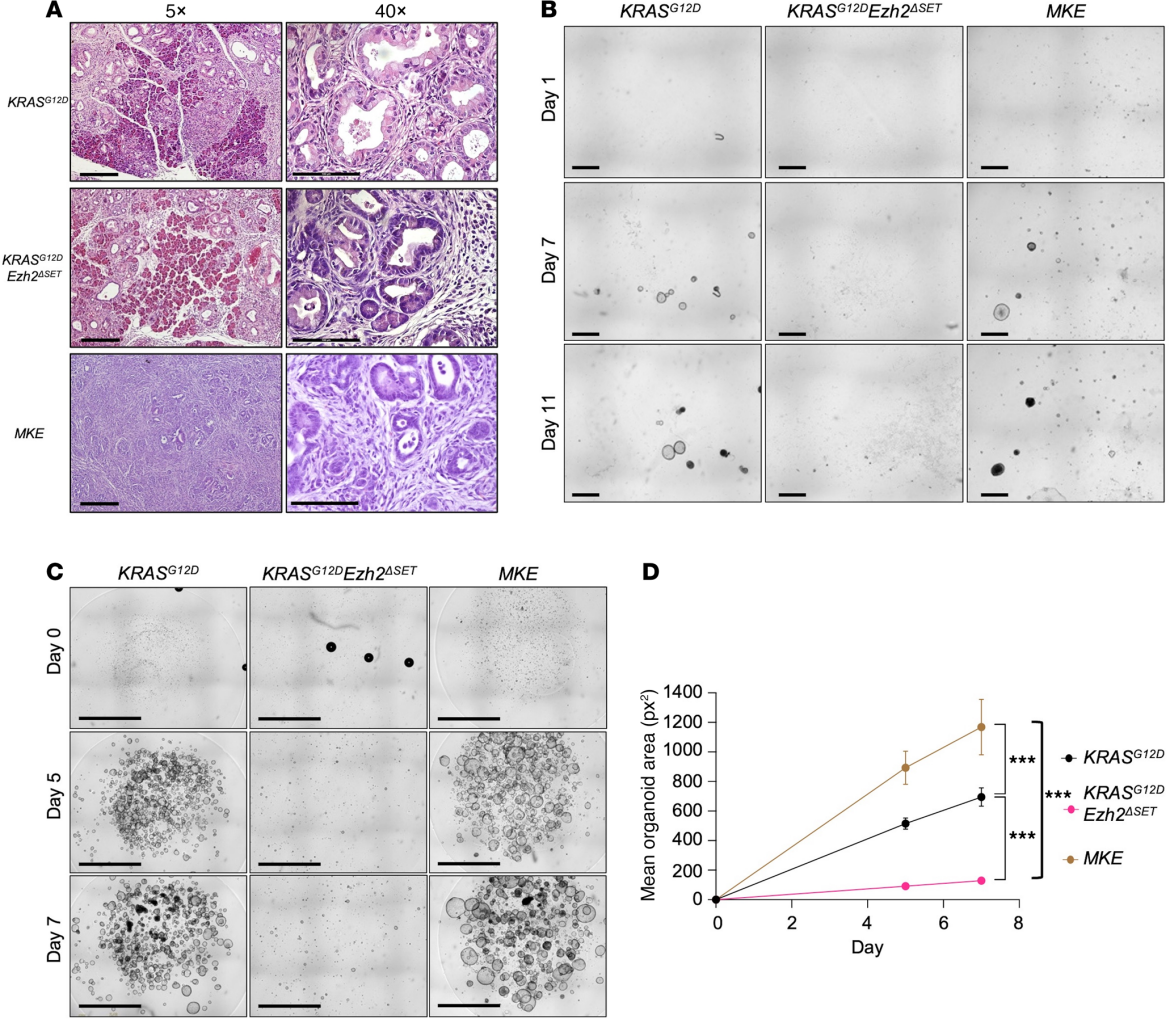
*EZH2*^ΔSET^ deletion has different cell autonomous roles depending on the context in which *KRAS^G12D^* is expressed. (**A**) Morphology of *KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, and *MKE* tissue 2 weeks after induction of CIP. Scale bar: 500 μm (left images), 100 μm (right images). (**B**) Representative images of organoids cultured in matrigel 1, 7, and 11 days after isolation. Cells were seeded at 5,000 cells. Genotypes are indicated. Scale bar: 2.4 mm. (**C**) Representative images of organoids 0, 5, and 7 days after first passage. Cells were seeded at 5,000 cells. Scale bar: 2.4 mm. (**D**) Quantification of organoid area 5 and 7 days after passage for *KRAS^G12D^*, *KRAS^G12D^Ezh2*^ΔSET^, and *MKE* cultures. Data represent mean ± 95% CI. Number of organoids assessed is indicated above each data point. Significance was measured by 2-way ANOVA followed by Tukey’s correction. ***P ≤ 0.001.

**Table 1:**
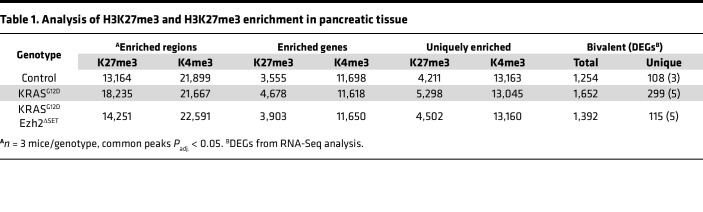
Analysis of H3K27me3 and H3K27me3 enrichment in pancreatic tissue

# Supplementary material for: EZH2 deletion does not affect acinar regeneration but restricts progression to pancreatic cancer in mice
**Source:** JCI Insight. 2024 Dec 31;10(3):e173746. doi: 10.1172/jci.insight.173746

EZH2 (which was also used for pERK)

Full unedited gel for Figure 5B.

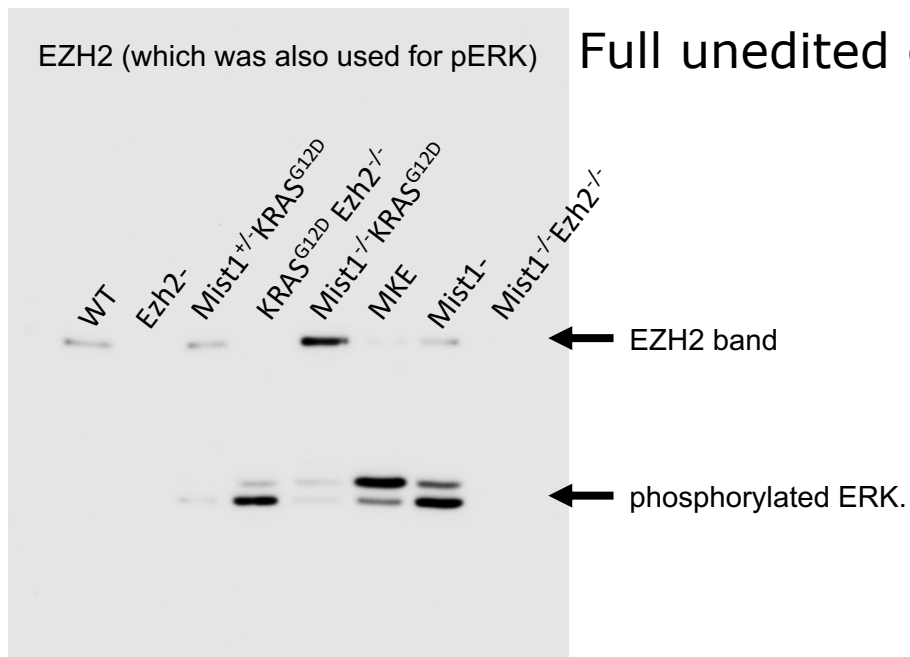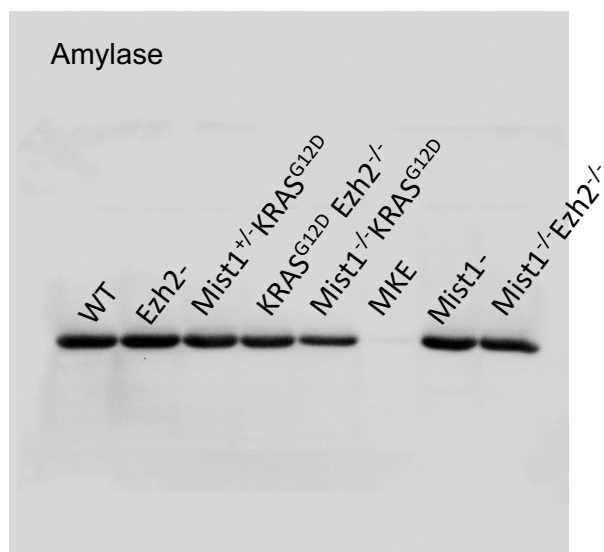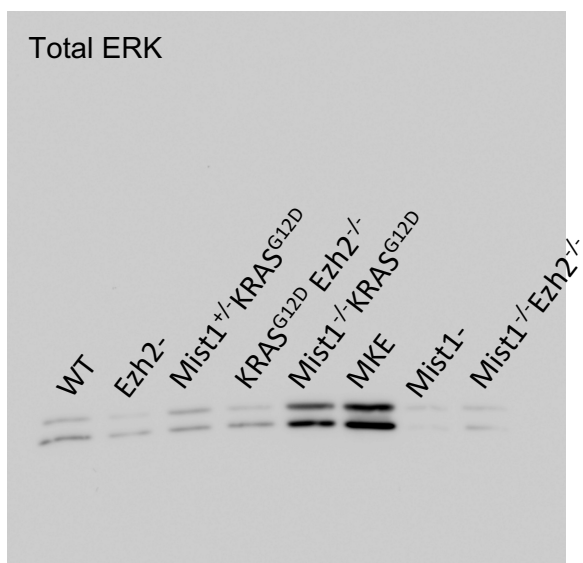

Full unedited gel for EZH2 blots in FigureS3B.

EZH2

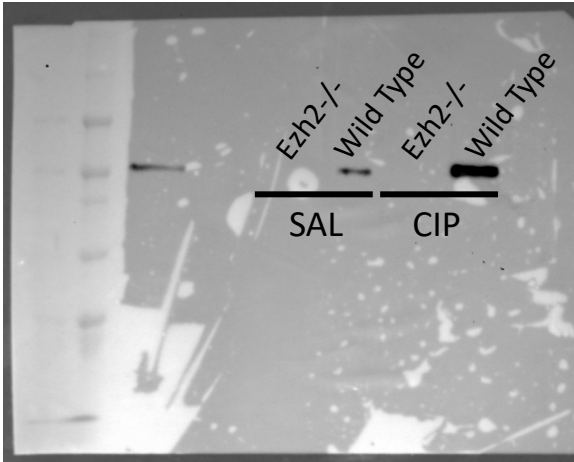

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

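The data are 12 lists of ChIP-Seq peaks, for K27me3 and K4me3 in each of 6 mice (3 control and 3 *Ezh2* ΔSET), 22 days after tamoxifen. The other genotypes of the study are not reported here. The authors aligned the reads to mm10 with bowtie2, called peaks in each mouse with HOMER findPeaks in histone mode against the input, and deposited the position of each peak. The score column of the deposited lists holds 1 for every peak and carries no information. No read count or signal is given, so the depth per library is unknown, and a difference in depth would change every number of peaks reported.

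Peaks were compared with GENCODE vM21 on the same build. Of its 55450 genes, 22392 have an Entrez identifier and were used. A gene was called in a mouse when a peak overlapped the window from 100 kb upstream to 3 kb downstream of a TSS for K27me3, or 3 kb on either side of a TSS for K4me3. A region or gene was counted for a genotype when present in all 3 mice. CpG islands were computed from the genome sequence with repeats included, which gave 183226 islands over 2.58% of the genome. An island was any run of 200 bp windows with at least 50% G and C and an observed to expected CpG ratio of at least 0.6. The main text of the paper does not state which islands it used, so the enrichment here cannot be compared with that of its Fig. 1D. Without repeats there were 104138 over 1.52%. RNA-Seq values, input samples, ChromHMM states, heatmaps and pathway analyses were not analyzed here.

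Values per mouse were compared by exact two-sided permutation tests, whose smallest p is 0.1 for 3 mice against 3. The comparison of *Ezh2* ΔSET with control tissue, and K4me3 covered length, were chosen after seeing the data. Benjamini-Hochberg adjustment over the 6 comparisons of peaks, covered length and genes per mouse left no adjusted p below 0.3. The code that calls genes was tested on simulated peaks, which checks the code and not how well genes are detected.

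The alternatives set beforehand were autosomes only, merging of peaks within 3 kb, minimum widths of 2 kb for K27me3 and 1 kb for K4me3, medians, the replicate number as a block, presence in at least 2 of 3 mice, an overlap of 50%, equal numbers of the widest peaks per library (the lists give no score to rank by), other gene windows and gene sets, and each mouse left out in turn. The 2 kb minimum removes no K27me3 peak. Those added after seeing the data were K27me3 peaks of at least 10 kb, all GENCODE genes, equal numbers of autosomal peaks, CpG islands without repeats, autosomes combined with presence in at least 2 of 3 mice or with each mouse left out, the alternatives for the shares of the genome with either mark or both, and all alternatives, each mouse left out included, for the shares of peaks near a TSS, autosomal values, genes per mouse and bases covered by both marks. Of the genes that a rule fixed beforehand names, those reported are the genes the paper names at its K27me3 result or in Fig. 4B, *Ezh2*, *Ezh1*, *Kdm6a*, *Kdm6b*, *Nfatc1*, *Cdkn2a*, *Sox9*, *Ptgs2* and *Xist*. The Y genes were named with the test of *Xist*. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.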

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

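The comparison of *Ezh2* ΔSET with control tissue was chosen after the results had been seen, as were the values on the autosomes and for genes per mouse with a mouse left out.

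ChIP-Seq of *Ezh2* ΔSET mice is not reported in the main text of the paper. Of 10 measures of peaks, covered length and genes per mouse compared with control tissue, 5 had every *Ezh2* ΔSET mouse above every control mouse, where chance gives 10% of comparisons of 3 mice with 3 without overlap in either direction (exact permutation test, two-sided, p = 0.1 for each, the smallest possible). The 5 are not independent of each other. The length of autosomes covered by K27me3 peaks was 19.8% greater, with 197 Mb ± 25.2 (SD, n = 3 mice) against 164 Mb ± 13.6 (SD, n = 3). K4me3 peaks were 13.95% more numerous and, on the autosomes, 14.1%. The length covered by K4me3 peaks was 11.7% greater and, on the autosomes, 11.8%. Without *Ezh2* ΔSET replicate 2, which had 17 K27me3 peaks on chromosome X, the difference in autosomal length covered by K27me3 was 10.9%. This mouse had 225.6 Mb, and replicates 1 and 3 of this genotype 181.5 and 182.5 Mb. Its K4me3 calls at *Xist* and at Y genes, given below, differed from those of the other mice. Sex may therefore differ, and its part in this result was not tested. Without control replicate 2, the difference was 2.93% for K4me3 peaks, 2.99% for those on the autosomes, 2.72% for the length they cover and 2.79% for that length on the autosomes. After Benjamini-Hochberg adjustment over 6 comparisons, the p for K4me3 peaks and for their covered length was 0.3 (exact permutation test), so that both fail the correction.

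The other 5 measures overlapped between the genotypes. K27me3 peaks differed by 7.34% (exact permutation test, p = 0.9) and their covered length over all chromosomes by 8.70% (exact permutation test, p = 0.5). Autosomal K27me3 peaks differed by 19.8% (exact permutation test, p = 0.5), K27me3 genes per mouse by -11.3% (exact permutation test, p = 1) and K4me3 genes per mouse by 0.976% (exact permutation test, p = 0.8). Without control replicate 2 these 5 differences were -3.71%, 4.01%, 6.52%, 12.7% and -0.207%. Without *Ezh2* ΔSET replicate 2, K27me3 covered length differed by 18.2% and autosomal K27me3 peaks by 11.2%, and without *Ezh2* ΔSET replicate 3 K27me3 covered length by 2.94%. Depth was not known and its part was not tested. An effect of the *Ezh2* deletion, which the design names, was not tested apart from depth and stays among the open explanations. The labels give the control mice as wild type and the *Ezh2* ΔSET mice as carrying *Mist1 creERT/+*, so this allele differs too. Its part was not separated from that of the deletion. The paper states that losing a single *Mist1* allele did not change gene expression.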

How the results depend on the processing

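The alternatives named below as added were chosen after seeing the data, as was the comparison of *Ezh2* ΔSET with control tissue itself. Differences are in percent of control tissue unless stated, no cause was tested where none is given, and unknown depth limits every number of peaks. The tests of 3 mice against 3 cannot pass 0.05, so only directions are compared. The excess in *Ezh2* ΔSET tissue kept its direction under every alternative tried, the added ones included, for K4me3 peaks per mouse (2.93% to 21.5%), for the length covered by K27me3 peaks (2.94% to 24.3%) and by K4me3 peaks (2.58% to 17.3%). So did the excess on the lists of K27me3 genes (6.49% to 49.7%) and of genes with both marks (1.82% to 57.6%), each at its lowest without control replicate 1. Counted per mouse, K27me3 genes (-11.3%) and genes with both marks (-19.5%) went the other way, as did bases covered by both marks (-53.9%). Differences in common regions and listed genes, and shares in control tissue, had to move by less than the spread. The spread exceeded the value for K27me3 lists (26.5 against 21.8), lists with both marks (45.4 against 27.4) and the share with both marks. No fall short of reversal could fail there. Counts in control tissue had to stay within 1.5 times, and other differences only to keep their direction. Of 94 values under alternatives set beforehand, 72 met these limits, 19 moved further and 3 reversed. The 72 include K27me3 values with the 2 kb minimum, which could not change. Of 84 set beforehand with a mouse left out, 65 met these limits, 13 moved further and 6 reversed. Of the added values, 19 of 54 moved further and none reversed, and with a mouse left out 14 of 102 moved further and 6 reversed.

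Over the 6 values that each left out one mouse, K27me3 peaks differed by -3.71% to 14.5%, common K27me3 regions by -4.80% to 97.6%, common K4me3 regions by 3.04% to 56.4% and K4me3 genes by -0.362% to 5.54%. The lowest of each is without control replicate 2. The enrichment at CpG islands differed by -9.25% to 5.72%. Added after seeing the data, the share of K27me3 peaks near a TSS differed by -4.46 to 0.893 percentage points, K27me3 genes per mouse by -21.8% to 12.7%, genes with both marks per mouse by -34.4% to 26.7% and bases covered by both marks by -67.8% to 60.1%, the highest of each of the 4 without control replicate 2, and K4me3 genes per mouse by -0.207% to 1.75%, the lowest without it. On the autosomes, also added, common regions differed by 10.6% to 174% for K27me3 and 3.16% to 57.2% for K4me3, the lowest of each without control replicate 2, listed K4me3 genes by -0.351% to 5.45%, the lowest also without it, and the enrichment at CpG islands by 4.70% to 10.7%. Without one control mouse, common regions in control tissue numbered 6481 to 13453 for K27me3 and 14609 to 22174 for K4me3, the highest of each without control replicate 2. Fewer mice must share a region or gene when a mouse is left out, so a genotype reduced to 2 mice was compared with the mean over the 3 pairs of the other.

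With presence in at least 2 of 3 mice, common K27me3 regions differed by 23.2%, common K4me3 regions by 9.76% and K4me3 genes by 0.174%. In control tissue there were then 15611 common K27me3 regions, 22450 common K4me3 regions, 7230 K27me3 genes and 3099 genes with both marks. An overlap of 50%, where peaks of each mouse cover at least 50% of the merged region, gave 2362 common K27me3 regions in control tissue and a difference of 152%. Equal numbers of the widest peaks gave 57.4% for common K27me3 regions, 16.5% for common K4me3 regions, 0.211% for K4me3 genes and 0.998% for the enrichment at CpG islands, reversed from -0.378%. On the autosomes only, common K27me3 regions differed by 147% and the enrichment at CpG islands by 7.79%, also reversed. Medians gave -3.20% for K27me3 peaks, reversed from 7.34%. Stricter widths gave 27.3% for common K4me3 regions, and the nearest TSS only 6.82% for K4me3 genes. In control tissue, the nearest TSS only gave 2286 K27me3 genes and 738 genes with both marks, and a window of 3 kb 1298 and 284.

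Of the added alternatives, K27me3 peaks of at least 10 kb gave 52.4% for common K27me3 regions, and in control tissue 1217 regions, 1444 K27me3 genes and 516 genes with both marks. Equal numbers of autosomal peaks gave 110.1% and 16.8% for common K27me3 and K4me3 regions and 0.243% for K4me3 genes, with 2859 common K27me3 regions and 1010 genes with both marks in control tissue. Autosomes with presence in at least 2 of 3 mice gave 30.2% and 9.86% for common regions and 0.173% for K4me3 genes, with 12991 common K27me3 regions, 21871 common K4me3 regions and 2697 genes with both marks in control tissue. All GENCODE genes gave 8.86% for K4me3 genes and 10775 K27me3 genes in control tissue. K27me3 only covered 8.12% of the genome in control tissue with equal numbers of the widest peaks and 6.62% of the autosomes, both added.

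The block changed no call. With the replicate number as a block, K27me3 peaks differed by 10.1%, K4me3 peaks by 16.7% and covered length by 8.53% for K27me3 and 13.5% for K4me3, where 3 pairs cannot give a p below 0.25. The deviations of mice with the same number correlated by 0.06, -0.12 and -0.07. With a single pair of mice per number, these values cannot decide whether the numbers pair the mice.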

Differences from the paper's values

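The alternative that joins autosomes with presence in at least 2 of 3 mice was chosen after seeing the values, and the others named here, each mouse left out in turn included, were set before the data were examined.

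Table 1 of the paper is a picture, read by eye. Common K27me3 regions in control tissue numbered 5048, against the paper's about 13000 in Table 1, read by eye. Presence in at least 2 of 3 mice closed this gap, with 15611, as did leaving out control replicate 2, with 13453, and the other alternatives set before the data were examined did not. Autosomes with presence in at least 2 of 3 mice, chosen after seeing the values, gave 12991. Common K4me3 regions in control tissue numbered 14433, against the paper's about 22000 in Table 1, read by eye. Presence in at least 2 of 3 mice, with 22450, and leaving out control replicate 2, with 22174, closed this gap, and the others set before did not. With autosomes added, chosen after seeing the values, it was 21871. None of these settings is known to be the rule of the paper, and each opens a gap elsewhere in Table 1. K27me3 genes in control tissue numbered 4473, against the paper's about 3600 in Table 1, read by eye, and genes with both marks 1695, against the paper's about 1300 in Table 1, read by eye, which are within 1.5 times. Presence in at least 2 of 3 mice gave 7230 and 3099, leaving out control replicate 2 5581 and 1994, and autosomes with presence in at least 2 of 3 mice, chosen after seeing the values, 6332 and 2697, which are not.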

Other observations

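The comparisons of *Ezh2* ΔSET with control tissue, with all their values on the autosomes or with a mouse left out, and the test of library depth or quality were chosen after the results had been seen. The test of *Xist* and the Y genes was fixed before, but the limit of 5000 peaks that it uses was set after, and its restriction to these 6 mice was also made after.

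The number of K27me3 peaks on chromosome X was 7319, 5637 and 7367 in the control mice and 7282, 17 and 6658 in the *Ezh2* ΔSET mice. A lower depth or quality of the library of *Ezh2* ΔSET replicate 2 would lower its other peaks as well. Its autosomal K27me3 peaks numbered 28783, against 15782 to 23954 in the other 5 mice, and its K4me3 peaks on chromosome X 581, against 481 to 659. As a hypothesis, the X peaks may reflect the sex of the mice, since the inactive X of females carries K27me3. *Ezh2* ΔSET replicate 2 had K4me3 peaks at *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* and none at *Xist*, and each of the other 5 mice had one at *Xist* and none at these Y genes. The calls thus went with the X peaks, over or under 5000, in 6 of 6 mice, as this hypothesis needs. The methods state that both sexes were used for each genotype, and the labels of these mice give no sex. If the hypothesis holds, every control mouse here was female, and the sexes were not balanced between the genotypes compared. A mislabelled sample was not tested.

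Of the autosomal K27me3 peaks of control replicate 2, 11.7% overlapped K4me3 peaks of the same mouse, and in the other 5 mice 0.693% to 1.97%. Genes with both marks numbered 7273 in this mouse, and 3283, 3156 and 3714 in the *Ezh2* ΔSET mice. No explanation was tested for this mouse.

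Common K27me3 regions numbered 8990 in *Ezh2* ΔSET tissue, 78.1% more than in control tissue, but without control replicate 2 the difference was -4.80%. On the autosomes the difference was 147%, and without control replicate 2 it was 10.6%. With one *Ezh2* ΔSET mouse left out, the difference was 31.1% to 51.5% on all chromosomes and 67.1% to 82.9% on the autosomes. Common K4me3 regions numbered 21853, 51.4% more, and without control replicate 2 the difference was 3.04%, and with one *Ezh2* ΔSET mouse left out 31.5% to 34.9%. The K27me3 list of *Ezh2* ΔSET tissue held 5446 genes (21.8% more than in control tissue), the K4me3 list 13458 (5.26% more) and the list with both marks 2160 (27.4% more). Without control replicate 2 these differences were 11.7%, -0.362% and 29.7%, without control replicate 1 they were 6.49%, 5.49% and 1.82% and without *Ezh2* ΔSET replicate 3 they were 9.57%, 3.46% and 9.63%. On the autosomes the K27me3 list held 5419 genes against 3686 in control tissue, and the list with both marks 2141 against 1373. The differences there were 47.02%, 5.17% and 55.9% for the 3 lists, without control replicate 2 they were 24.6%, -0.351% and 48.8%, without control replicate 1 they were 18.1%, 5.39% and 11.7% and without *Ezh2* ΔSET replicate 3 they were 28.7%, 3.40% and 29.9%. A gene on a list had to be called in all 3 mice, and *Ezh2* ΔSET replicate 2 had nearly no K27me3 peaks on chromosome X. Without this mouse, the difference in listed K27me3 genes was 25.9% on all chromosomes and 28.8% on the autosomes. With a mouse left out, both genotypes were compared over pairs of mice. The share of K27me3 peaks near a TSS differed by -2.48 percentage points (exact permutation test, p = 1), or by 0.893 without control replicate 2, and that of K4me3 peaks by -7.22 (exact permutation test, p = 0.2), or by -1.37 without control replicate 2.

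Bases covered by both marks were enriched 22.1-fold ± 2.24 (SD, n = 3 mice) at CpG islands in control tissue and 22.1-fold ± 3.48 (SD, n = 3) in *Ezh2* ΔSET tissue (exact permutation test, p = 1). The difference of -0.378% changed direction with the mouse left out, from -9.25% without *Ezh2* ΔSET replicate 2 to 5.72% without *Ezh2* ΔSET replicate 1. On the autosomes the enrichment was 24.2-fold ± 1.36 (SD, n = 3) and 26.1-fold ± 0.472 (SD, n = 3), with every *Ezh2* ΔSET mouse above every control mouse, where chance gives 10% of comparisons without overlap in either direction (exact permutation test, two-sided, p = 0.1, the smallest possible). This difference of 7.79% was 4.70% without control replicate 1 and 10.7% without control replicate 3. The bases covered by both marks came to 1.28 Mb ± 1.59 (SD, n = 3) in control and 0.590 Mb ± 0.229 (SD, n = 3) in *Ezh2* ΔSET tissue, a difference of -53.9% (exact permutation test, p = 0.9). Genes with both marks per mouse came to 4206 ± 2683 (SD, n = 3) and 3384 ± 292 (SD, n = 3), a difference of -19.5% (exact permutation test, p = 1). Without control replicate 2, the difference was 60.1% for these bases and 26.7% for these genes. No biological or technical explanation was tested for these values.

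At the genes named beforehand, in the window from 100 kb upstream to 3 kb downstream of a TSS, no mouse of the 6 had K27me3 at *Ezh2*, *Kdm6b*, *Nfatc1*, *Ptgs2* or *Xist*, and all 6 had it at *Cdkn2a*, *Cd1d1*, *Cd1d2* and *Kirrel*. Within 3 kb of a TSS, all 6 still had it at *Cdkn2a*, but *Cd1d1* had it in 0 control and 1 *Ezh2* ΔSET mice, *Cd1d2* in 0 and 0 and *Kirrel* in 2 and 1. In both windows, 1 control mouse and no *Ezh2* ΔSET mouse had it at *Sox9* and at *Ezh1*, *Colec12* had it in 2 control and 3 *Ezh2* ΔSET mice and *Maf* in 1 and 3. In the wider window, *Kdm6a*, on chromosome X, had it in 3 control and 2 *Ezh2* ΔSET mice. *H2-Q6* and *H2-Q7* each had it in 2 and 2 mice, in each of which a single peak lay in the windows of both genes. Within 3 kb, each of these 3 genes had it in 1 control and 0 *Ezh2* ΔSET mice.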
